# Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy

**DOI:** 10.32604/or.2025.071902

**Published:** 2026-01-19

**Authors:** Ping Wang, Yan-Han Chen, Ze-Tao Zhan, Jun-Xiang Zeng, Yu Chen, Yuan Lin, Tao Chen, Wei-Jie Zhou

**Keywords:** Thimerosal, colorectal cancer, melanoma, Janus kinase 1/signal transducer and activator of transcription 3, programmed cell death protein 1, immunotherapy, mercury ions, repurposed drug

## Abstract

**Background:**

Thimerosal is a mercury-containing preservative widely used in vaccines. This study aimed to investigate its potential antitumor effects and mechanisms in solid malignancies, particularly colorectal cancer (CRC) and melanoma.

**Methods:**

A combination of *in vitro* and *in vivo* approaches was employed. Cell proliferation, apoptosis, migration, and invasion were assessed using Cell Counting Kit-8 (CCK-8), colony formation, ATP viability, Western blotting, flow cytometry, wound-healing and Transwell assays. Subcutaneous, lung metastases, and Azoxymethane/Dextran Sulfate Sodium Salt (AOM/DSS)-induced colitis-associated CRC models were established to examine antitumor efficacy and safety. The functional role of mercury ions was validated using structural analogues. Mechanistic studies included RNA sequencing, Western blot, and immunohistochemical analysis of CD8^+^ T cell infiltration. The synergistic effect with programmed cell death protein 1 (PD-1) antibody therapy was also evaluated.

**Results:**

Thimerosal potently inhibited tumor growth (with IC_50_ values ranging from 0.1 to 1 μM *in vitro*) and significantly prolonged survival without overt toxicity *in vivo*. Mechanistically, mercury ions were identified as critical functional sites mediating Thimerosal’s antitumor effects. Specifically, Thimerosal inhibited the phosphorylation of Janus kinase 1(JAK1) and signal transducer and activator of transcription 3 (STAT3). Furthermore, it enhanced the infiltration of CD8^+^ T cells into the tumor microenvironment and synergistically augmented the efficacy of anti-PD-1 therapy.

**Conclusion:**

Thimerosal exerts dual antitumor roles by direct JAK1/STAT3 inhibition and immune modulation via CD8^+^ T cell recruitment. It represents a promising repurposed drug and immunotherapeutic adjuvant for CRC and melanoma.

## 1 Introduction

Cancer remains a significant global health challenge, with nearly 20 million new cases and 9.7 million cancer-related deaths reported in 2022 [1]. Among these, Colorectal cancer (CRC) ranks as the third most commonly diagnosed malignancy and the second leading cause of cancer-related mortality worldwide [2], posing a major clinical burden and an urgent need for improved therapeutic strategies. Despite advancements in therapeutic approaches, including immunotherapy [3–5], a substantial number of cancer patients fail to benefit [6], emphasizing the need for continued exploration of innovative treatment strategies.

In recent years, efforts to repurpose existing drugs for cancer treatment have yielded promising results. For instance, the antidiabetic drug metformin has been shown to inhibit tumor cell growth [7,8], improve the tumor microenvironment [9,10], and enhance the efficacy of radiotherapy and chemotherapy. Combining metformin with immunotherapies such as anti-programmed cell death protein 1 (PD-1) therapy has demonstrated potential to further augment therapeutic outcomes, particularly in breast cancer and other malignancies [11–13]. Similarly, aspirin, traditionally known for its anti-inflammatory, antipyretic, and analgesic properties, has been found to significantly reduce the incidence and mortality of CRC and other cancers with long-term, low-dose use [14,15]. Ongoing clinical trials are investigating its adjuvant role in cancer treatment. The immunosuppressant sirolimus (also known as rapamycin), originally used to prevent organ transplant rejection, has been repurposed for cancer therapy. It suppresses tumor cell growth and proliferation by targeting the mechanistic target of rapamycin (mTOR) signaling pathway and has shown efficacy in treating kidney cancer, soft tissue sarcoma, and cancers with abnormal mTOR pathway activation [16–18]. These examples underscore the potential of re-evaluating the multifunctionality of existing drugs to discover cost-effective and clinically translatable cancer therapies.

Thimerosal, an organic compound containing alkyl mercury, has long been used as a preservative due to its potent antibacterial properties and ability to stabilize antigens in vaccines [19,20]. Preliminary studies have suggested that Thimerosal exhibits antitumor effects in cancers such as osteosarcoma [21], leukemia [22], oral cancer [23] and gastric cancer [24]. More recently, its efficacy has been demonstrated in glioblastoma through inhibition of the thioredoxin system [25]. These effects are mediated through mechanisms involving calcium influx, activation of the p38 mitogen-activated protein kinase (MAPK) pathway, and the generation of reactive oxygen species (ROS), and specific inhibition of thioredoxin reductase (TrxR) [26]. However, existing evidence remains predominantly derived from *in vitro* models, creating a significant knowledge gap regarding its *in vivo* efficacy and safety profile that this study aims to address.

In this study, we aim to systematically evaluate the antitumor effects of Thimerosal in solid malignancies, with a focus on CRC and melanoma, using comprehensive *in vitro* and *in vivo* approaches. We hypothesized that the antitumor properties of Thimerosal are mediated by its mercury ions, which inhibit the JAK1/STAT3 signaling pathway. To test this, a key objective is to investigate whether the mercury ions in the Thimerosal structure act as critical functional sites responsible for its antitumor properties. We also seek to examine its potential to inhibit the phosphorylation of Janus kinase 1 (JAK1) and signal transducer and activator of transcription 3 (STAT3). Additionally, we further hypothesized that Thimerosal would enhance the efficacy of anti-PD-1 therapy by promoting the infiltration of CD8^+^ T cells into the tumor microenvironment, thereby providing a novel combination strategy for cancer immunotherapy.

## 2 Materials and Methods

### 2.1 Materials

Thimerosal (C_9_H_9_HgNaO_2_S, CAS: 54-64-8, purity ≥99%, S3646, Selleck, Shanghai, China) was dissolved in Phosphate Buffer Saline (PBS) to prepare a 0.1 M stock solution. This stock solution was aliquoted and stored at −80°C, with a demonstrated stability of up to 6 months. For use, aliquots were thawed on ice and diluted with PBS (pH 7.2–7.4, 0.01 M) to the desired concentrations; repeated freeze-thaw cycles were avoided.

To evaluate the role of mercury ions in Thimerosal’s antitumor activity, two structural analogues, Sodium 2-((sec-butyl) thio) benzoate (CPD1) and Sodium 2-((phenyl) thio) benzoate (CPD2), were custom-synthesized by BirdoTech (Shanghai, China). These compounds were designed to replace the mercury-containing moiety with methyl or benzene groups while maintaining molecular spatial similarity. Both compounds showed purities >95%, as determined by high-performance liquid chromatography.

### 2.2 Cell Culture

Murine CRC cell lines (MC38, RRID: CVCL_B288; CT26, RRID: CVCL_7254), murine melanoma cell line (B16F10, RRID: CVCL_0159), human intestinal epithelial cell line (NCM460, RRID: CVCL_ 0460) and human CRC cell lines (SW620, RRID: CVCL_0547; SW480, RRID: CVCL_0546; LS-174T, RRID: CVCL_1384; DLD1, RRID: CVCL_0248; HCT8, RRID: CVCL_2478; RKO, RRID: CVCL_0504; HT29, RRID: CVCL_0320; LOVO, RRID: CVCL_0399; HCT15, RRID: CVCL_0292; HCT116, RRID: CVCL_0291) were obtained from the Cell Resource Center, Shanghai Institute of Biochemistry and Cell Biology at the Chinese Academy of Sciences (Shanghai, China) and were maintained in the Laboratory of Pathology, Southern Medical University (Guangzhou, China). Murine cell lines were cultured in DMEM medium (Thermo Fisher Scientific, Waltham, MA, USA), and human cell lines in RPMI-1640 medium (Thermo Fisher Scientific, Waltham, MA, USA), both supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, Waltham, MA, USA) at 37°C, 5% CO_2_. All cell lines were used within 8 passages authenticated by short tandem repeat (STR) profiling and confirmed mycoplasma-free via monthly PCR testing.

### 2.3 Cell Proliferation and Viability Assay

For cell proliferation, 500 cells per well were seeded in 96-well plates and treated with Thimerosal (MC38 0.5 μM, CT26 1 μM, B16F10 0.1 μM, NCM460 1 μM) or its analogues CPD1 and CPD2 (CT26 1 μM, B16F10 0.1 μM) for up to 5 days. Cell viability was assessed every 24 h using Cell Counting Kit 8 (CCK-8, CK04, Dojindo, Kumamoto, Japan) with 1 h incubation, and absorbance was measured at 450 nm using a microplate reader (EnVision, PerkinElmer, Waltham, MA, USA). For viability assay, 800 cells per well (including MC38, CT26, B16F10, NCM460, SW620, SW480, LS-174T, DLD1, HCT8, RKO, HT29, LOVO, HCT15, and HCT116) were seeded in 96-well plates. Cells were treated with Thimerosal at varying doses (10, 5, 2.5, 1.25, 0.625, 0.3125, 0.1562, 0.078, 0.039, and 0.02 μM), using PBS as the control, for 48 h. After CCK-8 incubation, absorbance was measured at 450 nm. The half-maximal inhibitory concentration (IC_50_) was calculated by fitting dose-response data to a nonlinear regression model [log (inhibitor) vs. normalized response (Variable slope)] using GraphPad Prism software (Version 10.1, GraphPad Software, San Diego, CA, USA).

### 2.4 Colony Formation Assay

200 Cells per well were seeded in 6-well plates. Thimerosal was initially added at a specific concentration (CT26 1 μM, B16F10 0.1 μM, DLD1 1 μM, HCT15 1 μM). After 10–14 days, colonies formed by single cells were fixed with methanol (0.791 g/mL) and were stained with 0.1% crystal violet (Sigma, St. Louis, MO, USA) for 20 min. The plates were photographed (BX53, Olympus, Tokyo, Japan), and the number of colonies was quantified.

### 2.5 Cell Wound Healing Assay

Cells (CT26, B16F10, DLD1, HCT15) were seeded into 6-well plates and grown to 90% confluence. A scratch wound was created in each well using a 10 μL pipette tip. The wells were then gently washed twice with 2 mL of PBS to remove detached cells and debris. Migration was monitored by microscope (CKX31, Olympus, Tokyo, Japan) at 0, 24, 48, and 72 h, and image were captured.

### 2.6 Transwell Assay

4 × 10^4^ cells (CT26, B16F10, DLD1, HCT15) were seeded with 200 μL serum-free medium into 8.0-mm filter transwell upper chamber (Corning, Tewksbury, MA, USA), which was inserted into 24 well transwell plate. Medium containing 10% FBS was added to the bottom chamber. After 48 h of incubation, cells that migrated to the lower chamber were fixed with methanol (0.791 g/mL), stained with 0.1% crystal violet and counted under a microscope (BX53, Olympus, Tokyo, Japan) at 20× magnification. For transwell invasion assay, the chamber was pre-coated with Matrigel, and cells were incubated for 72 h.

### 2.7 ATP Cell Viability

1 × 10^4^ cells per well were seeded in 96-well plates and treated with Thimerosal at specified concentrations (MC38 0.5 μM, CT26 1 μM, B16F10 0.1 μM, DLD1 1 μM, HCT15 1 μM). After 24 h incubation, ATP levels were measured by the CellTiter-Glo kit (G7570, Promega, Shanghai, China). Briefly, luciferin and luciferase were added to cell lysates to react with ATP. The ATP levels in treated cells were normalized to those in control cells. Luminescence was measured using a Multiscan Spectrum microplate reader (Cytation5, Bio-Tek, Agilent, Winooski, VT, USA).

### 2.8 Western Blotting

Cells (MC38, CT26, B16F10, DLD1, HCT15) were treated with Thimerosal, CPD1, or CPD2 for 48 h, then lysed using SDS lysis buffer (KeyGEN BioTECH, Nanjing, China). Protein concentration was quantified with a BCA protein assay kit (23225, Pierce, Thermo Fisher Scientific, Waltham, MA, USA) in RIPA buffer. Equal amounts of protein were separated by 10% polyacrylamide gel electrophoresis and transferred to a PVDF membrane (Merck Millipore, Burlington, MA, USA). After blocking with 5% skim milk, the membrane was incubated with primary antibodies overnight at 4°C, followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies. Signals were detected using SuperSignal West Femto Chemiluminescent Substrate (34096, Thermo Fisher Scientific, Waltham, MA, USA), and protein bands were visualized with Image Lab Software (Tanon 5200, Shanghai, China).

Primary antibodies included: Anti-PARP (1:1000, 9532T, RRID: AB_659884, Cell Signaling Technology, Danvers, MA, USA); anti-Cleaved Caspase-3 (1:1000, 9664T, RRID: AB_2070042, Cell Signaling Technology, Danvers, MA, USA); anti-Caspase-3 (1:1000, 9662S, RRID: AB_331439, Cell Signaling Technology, Danvers, MA, USA); anti-α-tubulin (1:10,000, HRP-66031, RRID: AB_2687491, Proteintech, Chicago, IL, USA); anti-JAK1 (1:1000, 3344T, RRID: AB_2265054, Cell Signaling Technology, Danvers, MA, USA); anti-p-JAK1 (1:200, 3331S, RRID: AB_2265057, Cell Signaling Technology, Danvers, MA, USA); anti-STAT3 (1:1000, 12640, RRID: AB_2629499, Cell Signaling Technology, Danvers, MA, USA); anti-p-STAT3 (1:1000, 9145S, RRID: AB_2491009, Cell Signaling Technology, Danvers, MA, USA); anti-GAPDH (1:10,000, 60004-1-Ig, RRID: AB_2107436, Proteintech, Chicago, IL, USA).

### 2.9 Annexin-V/PI Apoptosis Analysis

Cancer cells treated with Thimerosal (MC38 0.5 μM, CT26 1 μM, DLD1 1 μM, HCT15 1 μM) for 48 h were harvested, washed, and resuspended in PBS. The cell suspension was centrifuged (5702R, Eppendorf, Hamburg, Germany) at 1500 rpm for 5 min; this washing step was repeated twice. Apoptosis was assessed using the Annexin V-FITC assay kit (KGA107, KeyGEN BioTECH, Nanjing, China) according to the manufacturer’s instructions. Cells were stained with Annexin V-FITC and propidium iodide for 10 min in the dark and analyzed by flow cytometry (BD, Franklin Lakes, NJ, USA).

### 2.10 Mice

Female C57BL/6, BALB/c and BALB/c nude mice (Guangdong Medical Laboratory Animal Center) aged 5–6 or 8 weeks were used. Mice were group-housed (4–5 mice per cage) in individually ventilated cages under specific pathogen-free conditions, with a 12-h light/dark cycle, and had adlibitum access to autoclaved water and standard irradiated rodent chow. All animal experiments were approved by the Animal Care and Use Committee of Southern Medical University (Approval No.: NFYY-2018-031; Date: 10 February 2018) and conducted in accordance with National Institutes of Health (NIH; Bethesda, MD, USA) guidelines. Humane endpoints were strictly observed beyond the primary tumor volume (≥2000 mm^3^) and ulceration. Animals were humanely euthanized immediately if they exhibited any of the following: (1) body weight loss exceeding 20% of the initial weight; (2) lethargy, anorexia, or hunched posture for >24 h; (3) inability to access food or water normally.

### 2.11 Subcutaneous Tumor Models

Initially, all tumor cells were resuspended in PBS (pH 7.2–7.4, 0.01 M). MC38 cells (1 × 10^6^/100 μL) were injected subcutaneously into the right flank of 5–6-week-old C57BL/6 or BALB/c nude mice. CT26 cells (1 × 10^6^/100 μL) were injected into BALB/c or BALB/c nude mice of the same age. B16F10 cells (5 × 10^5^/100 μL) were injected into the right flank of 5–6-week C57BL/6 mice. When the tumor volume reached 50–100 mm^3^, mice were randomly assigned to various experimental groups, including vehicle control and Thimerosal (CPD1, CPD2) treatment groups (with specific group sizes of n = 6–10 mice per group as detailed in the figure legends for each experiment). Mice received Thimerosal, CPD1, CPD2, anti-PD-1 antibody. Tumor size was measured using vernier calipers, and volume was calculated as 0.5 × length × width^2^. Mice were euthanized when volume tumor approached 2000 mm^3^ or upon observation of ulceration. Tumors were excised, recorded, fixed in 10% neutral buffered formalin (GHRHCH, Guangzhou, China), and embedded in paraffin.

### 2.12 B16F10 Pulmonary Metastasis Model

B16F10 cells (1 × 10^5^/100 μL) were injected intravenously via the tail vein into 5–6 weeks C57BL/6 mice. Thimerosal treatment was initiated on day 1. After 21 days, mice were euthanized, and lungs were harvested, rinsed in PBS, and placed on a white background. The number of surface metastatic nodules was counted manually under a dissecting microscope by an investigator blinded to group assignments. Lungs were then fixed in 10% neutral buffered formalin (GHRHCH, Guangzhou, China) for 24–48 h at room temperature for further histological analysis.

### 2.13 AOM/DSS Colitis-Associated CRC Model

8-week-old mice (Thimerosal n = 9 and PBS n = 8) were intraperitoneally injected (ip) with 5 mg/kg Azoxymethane (AOM, Sigma-Aldrich, St. Louis, MO, USA) on days 1 and 4, and received regular drinking water on days 1–7. Mice were then underwent three cycles of dextran sulfate sodium (DSS, MW 36,000–50,000 Da, MP Biomedical, Santa Ana, CA, USA) administration (1.8%, 2%, and 2%, each for 7 days) interspersed with 14-day periods of regular drinking water. After one month under standard conditions, mice were euthanized on day 101. Thimerosal (16.25 μg/kg) was administered during the late stage (after three DSS cycles). Colons were excised, and tumor number and size were recorded.

### 2.14 Hematoxylin and Eosin, Immunohistochemistry

Tissues obtained from the subcutaneous, lung metastasis and AOM/DSS colitis-associated CRC model described in Sections 2.11–2.13 were fixed, embedded, and sliced into 3 μm slices. The slices were stained using 0.5% hematoxylin and 1% eosin (H&E) (C0105S, Beyotime, Shanghai, China) stains. For immunohistochemistry, the slices were incubated with CD31 (1:100, 77699s, Cell Signaling Technology, Shanghai, China), anti-CD4 (1:1000, ab183685, Abcam, Shanghai, China), anti-CD8 (1:1000, ab209775, Abcam, Shanghai, China), and anti-Ki-67 (1:1000, ab21700, Abcam, Cambridge, UK) overnight at 4°C, appropriate secondary antibodies were applied. Finally, the slices were stained with DAB (ZLI-9019, Zsbio, Beijing, China) at a ratio of reagent A to B = 1:20 and counterstained with 0.5% hematoxylin.

### 2.15 Toxicity Assessment of Thimerosal In Vivo

To evaluate Thimerosal toxicity, 5–6 weeks old C57BL/6 mice were intraperitoneally injected with Thimerosal (16.25 μg/kg/qod) for a total of 10 administrations and then euthanized. The heart, liver and kidney were examined by H&E. For biochemical tests, serum levels of alanine aminotransferase (ALT), aspartate aminotransferase (AST), blood urea nitrogen (BUN), and creatinine (CREA) were measured using an Automatic Biochemical Analyzer (BS-240VET, Mindray, Shenzhen, China).

### 2.16 Treatment of Mice

In initial dose-finding studies, Thimerosal was administered at 4.0625, 8.125, 16.25, and 32.5 μg/kg, qod/ip. Based on the results, 16.25 μg/kg was selected for subsequent experiments. The following treatments were used: Thimerosal at 16.25 μg/kg. Its analogues CPD1 and CPD2 are at 16.25 μg/kg. Colivelin (TP1856, TargetMol, Shanghai, China), a synthetic peptide activator of the STAT3 signaling pathway, at 1 mg/kg, qod/ip. For combination therapy, 200 μg anti-PD-1 (BE0146, RMP1-14, BioXcell, Lebanon, NH, USA) or its Isotype control (BE0089, 2A3, BioXcell, Lebanon, NH, USA), diluted in PBS to a final volume of 100 μL, was administered intraperitoneally on days 8, 11, 13, 15, and 17.

### 2.17 RNA Sequencing and Bioinformatic Analysis

Total RNA was extracted from PBS-or Thimerosal-treated CT26 cells using TRIzol® Reagent (Invitrogen, Carlsbad, CA, USA) and assessed for purity, concentration, and integrity. Libraries were prepared from 1.3 μg total RNA using the TruSeq™ RNA Sample Prep Kit (Illumina) and sequenced on an Illumina HiSeq4000 (150-bp paired-end reads, ~40 million reads/sample).

After sequencing and quality control, clean reads were mapped to the mouse reference genome GRCm39 using HISAT2 (v2.2.0) [27], and gene expression levels were calculated using StringTie (v2.1.7) [28]. Differentially gene expression analysis was performed using DESeq2 (v1.44.0) [29] with significance thresholds set at |log__2__ fold change| > 1.5 and FDR < 0.05.

Functional enrichment analysis of differentially expressed genes was performed through Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses using the enrich GO and enrich KEGG functions from the clusterProfiler (v4.0) [30] R package.

### 2.18 Statistics

Data were presented as mean ± Standard Error of the Mean (SEM). The nonparametric two-tailed *t*-test was used for two-group comparisons; two-way ANOVA was applied for multi-group comparisons with two variables. The log-rank test was applied to analyze survival data. For the analysis of the distribution of tumor grades, the Chi-square test was applied. For *in vivo* studies, animals were randomly assigned to treatment groups, and tumor measurements were performed by an investigator blinded to the group allocation. All data were derived from at least three independent experiments. *p* < 0.05 was defined statistically significant.

## 3 Results

### 3.1 Thimerosal Inhibits Proliferation and Induces Apoptosis of Tumor Cells

The chemical structure of Thimerosal is shown in Fig. 1A. To evaluate its cytotoxicity and inhibitory effects, mouse CRC cell lines MC38 and CT26, mouse melanoma cell line B16F10, and multiple human CRC cell lines were treated with Thimerosal. Cells were exposed to various concentrations for different durations, and viability was assessed using CCK-8 assay. Thimerosal inhibited tumor cell growth in a time-and dose-dependent manner (Figs. 1B,C and A1A). Importantly, this growth inhibition was not observed in normal human intestinal epithelial (NCM460) cells (Fig. A1B), indicating selective cytotoxicity. Thimerosal concentrations were selected based on IC_50_ values for each cell line. Microscopic examination further confirmed the growth-inhibitory effects, with treated cells showing reduced density and morphological changes indicative of impaired viability (Fig. 1D).

**Figure 1:**
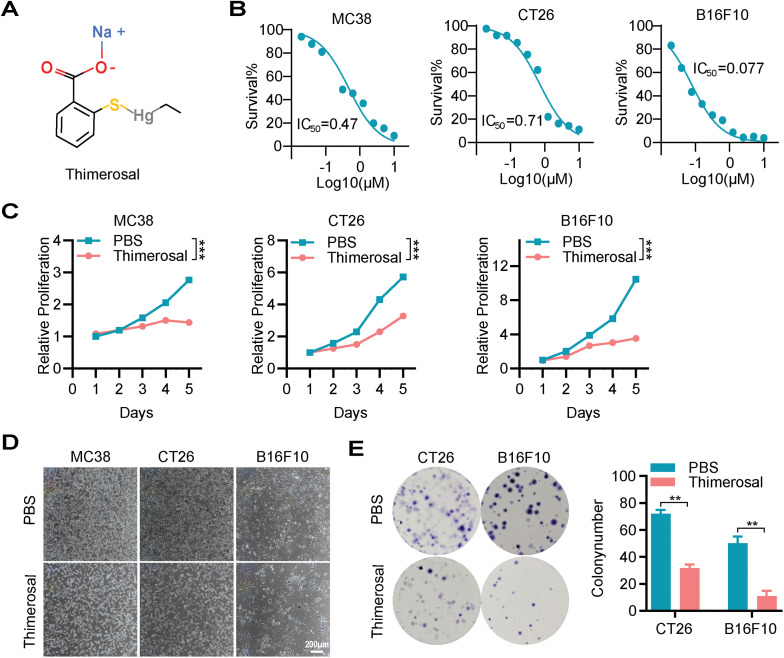

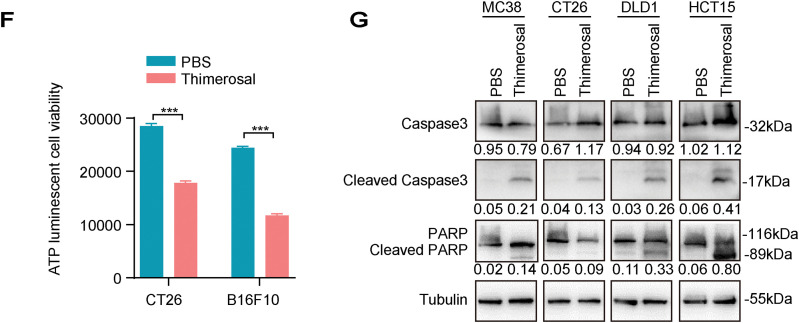
Thimerosal inhibits cell proliferation and induces apoptosis in cancer cells. (**A**) The chemical structure of Thimerosal. (**B**) Dose-response curves of Thimerosal in MC38, CT26, and B16F10 cells after 48 h of treatment; cell viability was determined by CCK-8 assay. (**C**) Viability of MC38, CT26, and B16F10 cells treated with Thimerosal over time, assessed by CCK-8 assay. (**D**) Representative microscopy images of MC38, CT26, and B16F10 cells treated with Thimerosal for 24 h. Scale bar: 200 μm. (**E**) Representative images and quantitative analysis of colony formation in CT26 and B16F10 cells (n = 3). (**F**) ATP content in CT26 and B16F10 cells after 24 h of Thimerosal treatment, measured by ATP assay (n = 4). (**G**) Apoptosis-related proteins in MC38, CT26, DLD1, and HCT15 cells after 48 h Thimerosal treatment, analyzed by Western blot. ((**C**–**G**): MC38 0.5 μM, CT26 1 μM, B16F10 0.1 μM, DLD1 1 μM, HCT15 1 μM). Data are expressed as mean ± SEM. **p < 0.01, ***p < 0.001

To further characterize the antiproliferative properties of Thimerosal, colony formation assays were performed. Thimerosal treatment significantly suppressed the colony-forming ability of tumor cells (Figs. 1E and A1C). This finding was supported by ATP assays, which revealed markedly reduced ATP levels in MC38, CT26, B16F10, DLD1, and HCT15 cells after treatment (Figs. 1F and A1D).

To determine whether growth inhibition was associated with apoptosis, cells were analyzed for apoptotic markers after 48 h of treatment. Flow cytometric analysis with Annexin V/PI staining showed a significant increase in the proportion of apoptotic cells (Fig. A1E). Western blot analysis demonstrated increased levels of cleaved caspase-3 and cleaved PARP (Fig. 1G). These results indicate that Thimerosal exerts potent antitumor effects by selectively inhibiting proliferation and inducing apoptosis.

### 3.2 Thimerosal Inhibits the Migration and Invasion of Tumor Cells

Since cell migration and invasion are crucial for tumor metastasis, we evaluated the effects of Thimerosal using wound healing and Transwell assays. Thimerosal treatment significantly reduced the migratory capacity of tumor cells (Fig. 2A,B). Similarly, Transwell migration assays confirmed that Thimerosal markedly inhibited tumor cell migration (Fig. 2C,D). In Matrigel-coated Transwell assays, Thimerosal also effectively suppressed tumor cell invasion (Fig. 2E,F).

**Figure 2:**
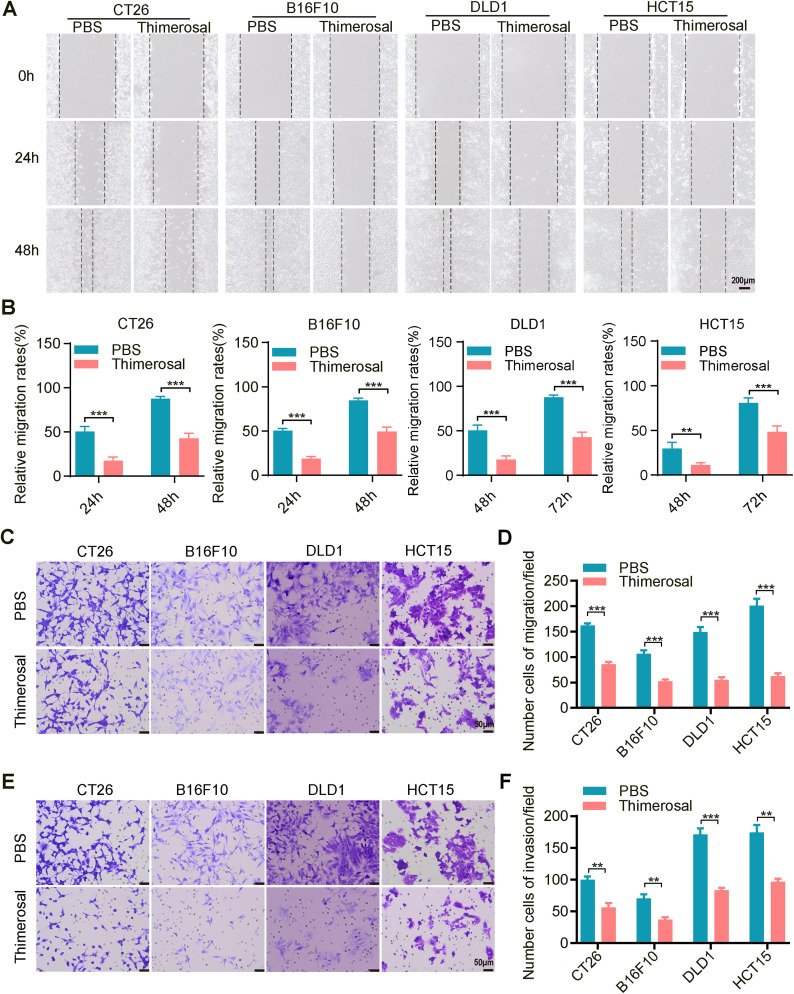
Thimerosal inhibits the migration and invasion of cancer cells. (**A**) Wound-healing assay of various tumor cells treated with Thimerosal. Scale bar: 200 μm. (**B**) Quantification of wound closure, shown as a percentage of initial scratch area. (**C**) Transwell migration assay of cells treated with Thimerosal after 48 h. Scale bar: 50 μm. (**D**) Number of migrated cells: The number of cells passing through the filtered membrane. (**E**) Matrigel-based Transwell invasion assay of cells treated with Thimerosal after 72 h. Scale bar: 50 μm. (**F**) Number of invaded cells.: The number of cells passing through the filtered membrane. ((**A**–**F)**: CT26 1 μM, B16F10 0.1 μM, DLD1 1 μM, HCT15 1 μM). Data are expressed as mean ± SEM. **p < 0.01, ***p < 0.001

### 3.3 Thimerosal Demonstrates Potent Antitumor Activity and Safety In Vivo

To evaluate the therapeutic potential of Thimerosal *in vivo*, MC38 cells were subcutaneously injected into C57BL/6 mice. When tumor volumes reached approximately 50–100 mm^3^, mice were randomly divided into five groups: a control group (PBS) and four experimental groups receiving different doses of Thimerosal via intraperitoneal injection (Fig. 3A). Notably, Thimerosal treatment significantly suppressed the growth of MC38-derived subcutaneous tumors at both low and high doses, as indicated by reduced tumor volumes compared with the PBS control group (Fig. 3B). A dose of 16.25 μg/kg was selected for subsequent experiments. Similar suppression of tumor growth was observed in B16F10 and CT26 subcutaneous models (Figs. 3C and A2A).

**Figure 3:**
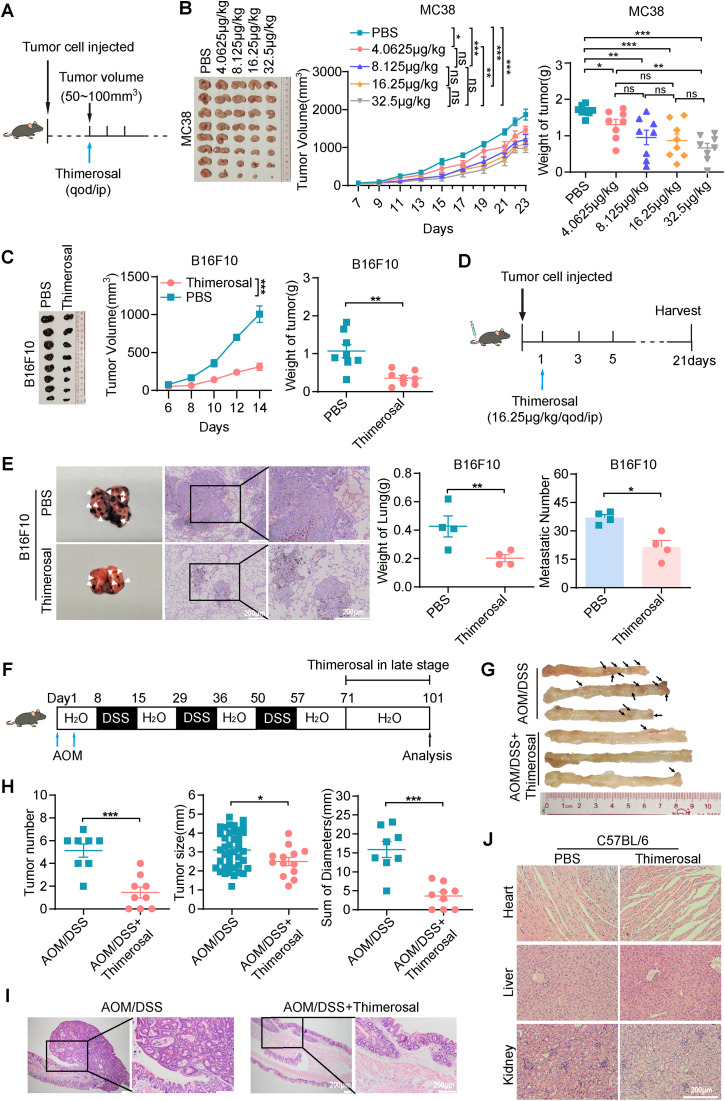
Thimerosal exerts antitumor efficacy on CRC and melanoma *in vivo*. (**A**) Therapy regimen schematic. C57BL/6J mice with MC38 subcutaneous tumors were administered with Thimerosal or PBS every 2 days (n = 8). (**B**) Images of MC38 subcutaneous tumor masses in C57BL/6J mice; corresponding tumor growth curves and tumor weights. (Thimerosal: 4.0625, 8.125,16.25, 32.5 μg/kg, qod/ip) (**C**) Images of B16F10 subcutaneous tumor masses in C57BL/6J mice; corresponding tumor growth curves and tumor weights. (n = 8). (**D**) Therapy regimen schematic for B16F10 lung metastasis model in C57BL/6J mice via tail vein injection, with Thimerosal or PBS administered every 2 days. (**E**) Representative images, weight and number of lung metastases for Thimerosal-treated on day 21 post-challenge (n = 4). White arrows indicate metastatic foci. Scale bar: 200 μm (applicable to all panels). (**F**) Schematic of AOM/DSS-induced colitis-associated CRC model. Thimerosal was administered in the late stage. Mice were euthanized on day 101 (Thimerosal n = 9 and PBS n = 8). (**G**) Representative images of colon tumors. Black arrows indicate tumors. (**H**) Number of tumors; size of tumors; sum of tumor diameters. (**I**) Representative H&E-stained colon sections. Scale bar: 200 μm. (**J**) Representative H&E-stained heart, liver, and kidney sections from mice treated with Thimerosal every 2 days (n = 7). Scale bar: 200 μm (applicable to all panels). ((**C**–**J**): Thimerosal 16.25 μg/kg, qod/ip). Data are expressed as mean ± SEM. ns: non-significant; *p < 0.05, **p < 0.01, ***p < 0.001

Metastasis is a major cause of tumor progression and cancer-related mortality. We next evaluated the efficacy of Thimerosal in a lung metastasis model established by intravenous injection of B16F10 cells via the tail vein (Fig. 3D). Thimerosal treatment reduced lung weight, decreased the number of lung metastases (Fig. 3E), and improved survival rates (Fig. A2B). CD31 staining revealed significantly reduced angiogenesis in Thimerosal-treated MC38 tumors (Fig. A2C).

In an AOM/DSS-induced colitis-associated CRC model (Fig. 3F), Thimerosal significantly reduced both tumor number and cumulative diameter (Fig. 3G,H). Histopathological analysis showed that most tumors in the Thimerosal-treated group were adenomas with low-or high-grade intraepithelial neoplasia, whereas tumors in the AOM/DSS group consisted mainly of high-grade intraepithelial neoplasia or adenocarcinoma (Fig. 3I). Tumors were blindly categorized as low-grade dysplasia, high-grade dysplasia, or adenocarcinoma. The distribution of tumor grades differed significantly between PBS-and Thimerosal-treated groups, as determined by the chi-square test (Fig. A2D).

Safety assessment in healthy C57BL/6 mice revealed no significant body weight changes (Fig. A3A). Histopathological examination of major organs (heart, liver, and kidney) by H&E staining revealed no pathological abnormalities (Fig. 3J). Furthermore, serum levels of ALT, AST, BUN, and CREA remained within normal ranges, with no significant differences between Thimerosal-treated and control groups (Fig. A3B). These results demonstrate that Thimerosal exerts potent antitumor effects, suppressing tumor growth and metastasis in CRC and melanoma models, with minimal toxicity.

### 3.4 Mercury Ions Are Key Functional Sites for Thimerosal to Exert Antitumor Effects

Given the importance of metal ions in the biological activity of many drugs, we hypothesized that the mercury ions in Thimerosal were critical for its antitumor effects. To explore this, we utilized two structural analogues of Thimerosal (CPD1 and CPD2), in which the mercury group was replaced with an inert methyl group or benzene ring, respectively (Figs. 4A and A4A).

**Figure 4:**
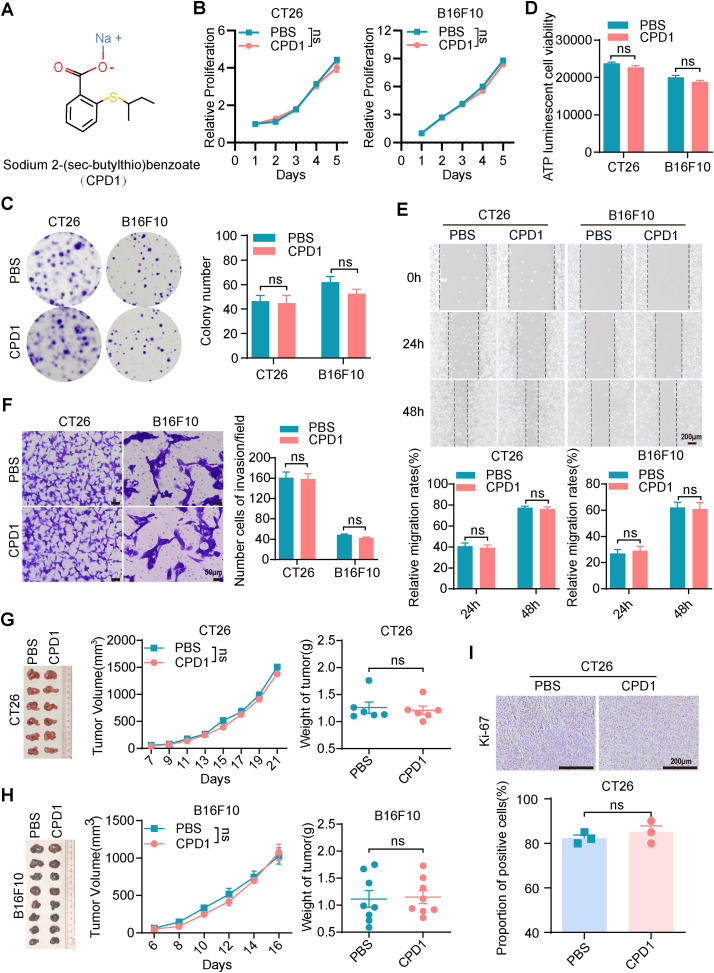
The molecular analogues of Thimerosal have no antitumor efficacy. (**A**) The chemical structure of CPD1, a molecular analogue of Thimerosal. (**B**) Viability of CT26 and B16F10 cells treated with CPD1 over time, measured by CCK-8. (**C**) Representative images and quantitative analysis of colony formation in CT26 and B16F10 cells (n = 3). (**D**) ATP content in CT26 and B16F10 cells after 24 h CPD1 treatment, measured by ATP assay (n = 4). (**E**) Wound-healing assay of CT26 and B16F10 cells treated with CPD1. Scale bar: 200 μm. (**F**) Matrigel-based Transwell invasion assay of cells treated with CPD1 after 48 h; number of invaded cells. Scale bar: 50 μm. (**G**) Images of CT26 subcutaneous tumors, tumor growth curves, and tumor weights in BALB/c mice (n = 6). (**H**) Images of B16F10 subcutaneous tumor masses, tumor growth curves and tumor weight in C57BL/6J mice (n = 8). (**I**) Ki-67 histochemistry of CT26 subcutaneous tumors. Scale bar: 200 μm. ((**B**–**F**): CT26 1 μM, B16F10 0.1 μM; (**G**,**H**): CPD1 16.25 μg/kg, qod/ip). Data are expressed as mean ± SEM. ns: non-significant

CCK-8 assays showed that CPD1 and CPD2 exerted no inhibitory effect on CT26 or B16F10 growth (Figs. 4B and A4B). Colony formation assays confirmed that both analogues failed to reduce colony numbers (Figs. 4C and A4C). ATP assays showed no significant differences in metabolic activity (Figs. 4D and A4D). Wound healing and Transwell assays demonstrated that neither analogue inhibited migration (Figs. 4E and A4E) or invasion (Figs. 4F and A4F).

In CT26 and B16F10 subcutaneous models, CPD1 and CPD2 showed no significant effects on tumor growth (Figs. 4G,H and A4G,H). Ki-67 staining revealed no significant difference in proliferation index (Figs. 4I and A4I). These results confirm that mercury ions are essential for Thimerosal’s antitumor activity.

### 3.5 Thimerosal Suppresses CRC and Melanoma Progression by Inhibiting JAK1-STAT3 Signaling Activation

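CT26 is a mouse colon carcinoma cell line, and Thimerosal is an ethylmercury compound that was compared here with the PBS vehicle. The RNA sequencing covered 3 libraries of CT26 cells treated with PBS and 3 of cells treated with 1 μM Thimerosal for 48 h, as the paper's methods and the legend of Fig. 5 describe them. The labels deposited with the libraries give the source as tumor and state no dose or time, so the paper's description is used for the material, the dose and the time. The authors mapped paired-end reads to the mouse genome GRCm39 with HISAT2, quantified transcripts with StringTie and deposited FPKM, the read pairs on a transcript scaled to its length and to the mapped read pairs of the library. The values are listed per transcript under gene symbols, without counts, and were summed per symbol. Depth was estimated from genes with 1 annotated transcript, whose FPKM multiplied by transcript length piles up at the value of 1 read pair. This value was sought only between depths of 10000000 and 33333333 read pairs, so the estimate is bounded by that range. It gave 19900000, 21600000 and 21900000 read pairs in the PBS libraries (median 21600000) and 22100000, 20300000 and 19900000 in the Thimerosal libraries (median 20300000). Counted as single reads, the median over the 6 libraries was 41900000, and the paper's methods give about 40000000 reads per sample. At this depth an FPKM of 0.5 on a transcript of 1000 bases stands for between 9.9 and 11.0 read pairs. The FPKM of all genes summed to between 437278 and 440308 in the PBS libraries and between 446058 and 461027 in the Thimerosal libraries. Of 40189 gene symbols, the 13917 with a mean FPKM of at least 0.5 over the 6 libraries were tested on log2(FPKM + 0.1) with limma, a linear model across all genes with moderated variances, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this scale, which understates the change of genes with low FPKM. Pearson's correlation across these genes was between 0.982 and 0.988 for libraries of the same group and between 0.929 and 0.936 for libraries of different groups. The pseudocount, the filter on low values and the scaling between libraries could each change the number of genes past a threshold. With 3 libraries against 3, no exact permutation test of a single gene can give a p-value below 0.1.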

To investigate the mechanism underlying the antitumor effects of Thimerosal, transcriptome analysis was performed to identify differentially expressed genes between Thimerosal-treated and untreated CT26 cells. 

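At the threshold of the paper's methods, an absolute log2 fold change above 1.5 and an adjusted p-value below 0.05, 732 of the 13917 tested genes differed between Thimerosal-treated and PBS-treated CT26 cells (limma with Benjamini-Hochberg adjustment). Of these, 424 were higher after Thimerosal and 308 were lower. The groups did not overlap in 417 of the higher and 305 of the lower genes, and over all tested genes in 67.7%, where chance gives 10%. With a pseudocount of 1 in place of 0.1, which moved these counts most, 141 genes were higher and 189 lower. A list of 70 interferon-response genes was written before the data were examined, but with the paper's text and figures at hand. The paper reports an interferon term from these same libraries, so over-representation of the list is not independent evidence. Of the 70 genes, 68 were tested and 15 were past the threshold, or 22.1% against 5.18% of the other genes. The odds ratio was 5.18 (adjusted p = 3.07e-06, one-sided Fisher's exact test over 5 gene lists). All 15 were lower after Thimerosal. The median log2 fold change of the 68 genes was -0.86, with the middle of the list between -1.32 and -0.58, and 62 of them were lower. An adjusted p-value below 0.05 was reached by 61 of the 68 genes over all genes tested and by 62 adjusted over the list alone. The 3 genes of the list that were higher at this level were Irf1, Ifi27 and Psmb8, with log2 fold changes of 0.29, 0.87 and 0.72, and they are named because of these values. As a set, the list was lower than the other genes by camera, limma's gene set test with a preset correlation between genes of 0.01 (adjusted p = 1.6e-15 over 9 lists). The fall was also past the threshold by fry (adjusted p = 3.5e-05) and was not past it by camera with the correlation estimated from the 6 libraries (adjusted p = 0.089, over the alternatives from 1e-27 to 0.089). Ifi44, on chromosome 3 of GRCm39 from 151436559 to 151455625, had 140 ± 2.0 FPKM (SD, n = 3) with PBS and 26.5 ± 2.3 FPKM (SD, n = 3) with Thimerosal, with a log2 fold change between -2.47 and -2.35 when each library was left out in turn (adjusted p = 3.6e-08 with all 6, limma). The chemokine gene Cxcl10, on chromosome 5 from 92494497 to 92496748, went from 25.6 ± 0.637 to 5.65 ± 1.27 FPKM (SD, n = 3 each), and Ifi203, on chromosome 1 from 173747971 to 173770436, from 73.0 ± 1.43 to 16.4 ± 0.751 FPKM (SD, n = 3 each). Their log2 fold changes were -2.19 and -2.15. Ifi203 belongs to a cluster of similar genes between which reads could have been split.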

GO analysis showed that these differentially expressed genes were predominantly associated with biological processes such as response to interferon-beta, regulation of response to biological stimulation, and regulation of innate immune response (Fig. 5A). 

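A further 3 lists were compared with all other tested genes in the same way. The paper names these 3 themes from the same libraries, so over-representation of the lists is not independent evidence. Of 28 tested genes of drug metabolism, 12 were past the threshold of the methods, or 42.9%, and all 12 were higher after Thimerosal (odds ratio 13.7, adjusted p = 1.43e-08, one-sided Fisher's exact test). The glutathione transferase gene Gsta1, on chromosome 9 from 78137927 to 78149966, was listed at 0 in 2 PBS libraries and at 0.303 FPKM in the third, against 11.2 ± 0.737 FPKM (SD, n = 3) with Thimerosal. Gsta2, a near-identical neighbor on chromosome 9 with which it could share reads, was listed at 0 in all 3 PBS libraries and had 1.28 ± 0.768 FPKM (SD, n = 3) with Thimerosal. Mgst1 went from 0.216 ± 0.0194 to 3.41 ± 0.77 FPKM (SD, n = 3 each), a log2 fold change of 3.45. Of 84 tested JAK-STAT genes, 15 were past the threshold, 11 higher and 4 lower, or 17.9% against 5.18% of the other genes (odds ratio 3.98, adjusted p = 3.51e-05, one-sided Fisher's exact test). The list holds the genes labelled in Fig. 5C, which the study picked from these libraries and which make up 10 of the 15. The odds ratio therefore rests largely on them and is not independent evidence. Without the labelled genes, 5 of 74 were past the threshold, 1 higher and 4 lower (odds ratio 1.31, unadjusted p = 0.35, one-sided Fisher's exact test). Leaving out genes that were picked for their change lowers the odds ratio by construction, so it cannot decide whether the list is over-represented. The lists of drug metabolism and JAK-STAT genes share Aox1 and Aox3. The interleukin genes Il23a and Il6 and the transcription factor gene Myc had the largest falls of the JAK-STAT list, with log2 fold changes of -3.04, -1.86 and -1.65. Of 63 tested TNF signaling genes, 11 were past the threshold, 6 higher and 5 lower (odds ratio 3.85, adjusted p = 0.000397, one-sided Fisher's exact test). Vegfd, on chromosome X from 163156240 to 163185646, rose from 0.886 ± 0.125 to 8.97 ± 0.416 FPKM (SD, n = 3 each), and Csf1, on chromosome 3 from 107648364 to 107667806, fell from 471 ± 7.05 to 110 ± 5.92 FPKM (SD, n = 3 each). The log2 fold changes of Cxcl5, Bcl3 and Ccl5 were 2.87, 2.85 and -2.10. By camera, the drug metabolism genes were higher as a set (median log2 fold change 1.24, adjusted p = 1.5e-05), also by fry (adjusted p = 2.8e-06) and with the estimated correlation (adjusted p = 0.038). The list holds 72 symbols, of which only the 28 tested count here. At an adjusted p-value below 0.05 (limma), 21 were higher and 4 lower. The lower genes were Adh7, Adh5, Adh1 and Gsto1, with log2 fold changes of -1.35, -0.88, -0.87 and -0.28. The TNF signaling genes had no common direction (median log2 fold change -0.01, adjusted p = 0.88 by camera). At the 1.5-fold threshold of Fig. 5C the odds ratios were 12.6 for drug metabolism, 1.73 for JAK-STAT and 1.78 for TNF signaling genes, with adjusted p-values between 1.34e-08 and 0.0163 (one-sided Fisher's exact test).

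**Figure D1:**
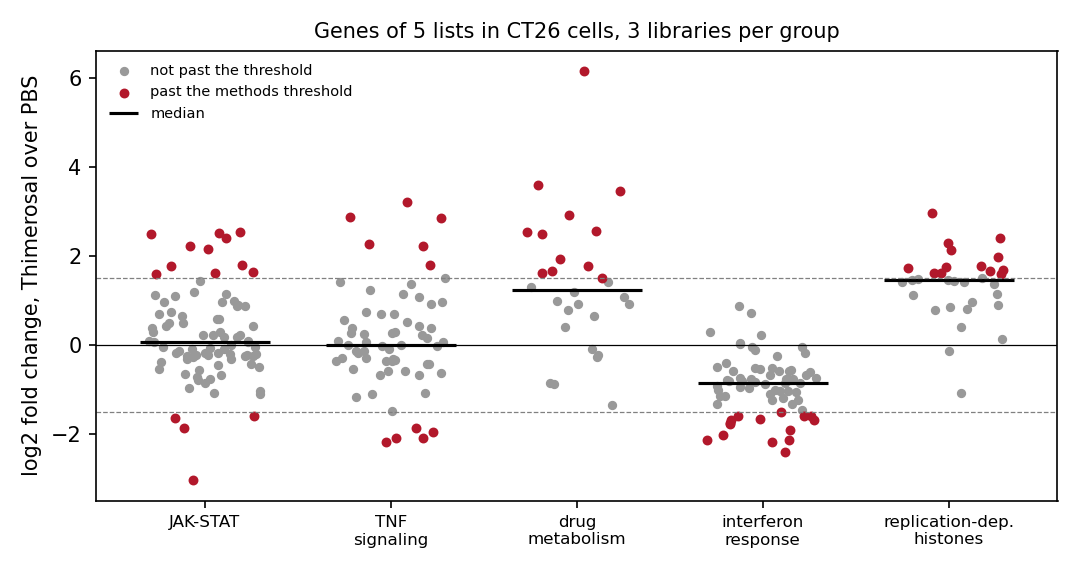
Log2 fold change of each tested gene (points) after Thimerosal over PBS for 5 gene lists, with the list's median as a black line and the log2 fold changes of 1.5 and -1.5 as dashed lines. Red points are past the threshold of the methods. The medians of the drug metabolism and histone genes are at 1.24 and 1.46, that of the interferon-response genes lies below 0, and the JAK-STAT and TNF signaling genes spread to both sides of 0.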

KEGG pathway enrichment analysis and Volcano plot indicated significant enrichment in pathways related to drug metabolism, JAK-STAT signaling, and TNF signaling (Fig. 5B,C). Notably, the interferon response identified by GO enrichment was closely linked to the JAK-STAT signaling pathway identified by KEGG analysis. 

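Genes in both the JAK-STAT and the interferon-response list include Irf9 and Stat2. Irf9 had a log2 fold change of -0.97 (adjusted p = 5.8e-07, limma). Stat2, on chromosome 10 from 128106352 to 128128735, was at 54.6 ± 0.807 and 52.7 ± 6.31 FPKM (SD, n = 3 each), a difference smaller than the spread of the Thimerosal libraries (log2 fold change -0.06, adjusted p = 0.57, limma). The sign of this value changed to 0.05 without Thimerosal replicate 1. The receptor and kinase genes of the JAK-STAT list that were past the threshold of the methods, Il4ra, Il12rb1, Osmr, Pdgfra and Jak3, were higher after Thimerosal. All of them are labelled in Fig. 5C, so the study picked them from these libraries. Receptor genes short of this threshold went both ways. Ifngr1 and Ifngr2 were lower, with log2 fold changes of -0.68 and -0.46, and Il20rb and Ghr were higher, with 1.14 and 0.48. Jak3, on chromosome 8 from 72123007 to 72143225, rose from 9.99 ± 0.252 to 30.6 ± 2.14 FPKM (SD, n = 3 each), a log2 fold change of 1.61 (standard error 0.06, adjusted p = 2.4e-07, limma).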

Given that the JAK-STAT pathway is a key downstream effector of interferon signaling and plays a pivotal role in antitumor responses, we hypothesized that this pathway might mediate Thimerosal’s antitumor effects.

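Among the STAT genes reported here, Stat3 changed most. Stat3, on chromosome 11 of GRCm39 from 100775924 to 100830450, had 14.3 ± 0.225 FPKM (SD, n = 3) in PBS-treated and 38.7 ± 0.509 FPKM (SD, n = 3) in Thimerosal-treated CT26 cells, a log2 fold change of 1.43 (standard error 0.04, adjusted p = 8.1e-08, limma). Jak1, on chromosome 4 from 101008838 to 101122487, was at 15.9 ± 0.797 and 18.5 ± 1.21 FPKM (SD, n = 3 each), a log2 fold change of 0.22 (standard error 0.07, adjusted p = 0.021, limma). This difference was not past the threshold after rescaling to TPM (log2 fold change 0.17, adjusted p = 0.079, over the alternatives from 0.0093 to 0.079, limma). Jak2 fell from 16.4 ± 1.09 to 10.4 ± 0.046 FPKM and Tyk2 rose from 5.15 ± 0.505 to 9.48 ± 0.196 FPKM (SD, n = 3 each). Stat5a rose from 1.56 ± 0.155 to 3.18 ± 0.202 FPKM, and Stat6 fell from 41.5 ± 0.35 to 35.1 ± 1.77 FPKM (SD, n = 3 each). The log2 fold change of Stat5b was -0.18 (adjusted p = 0.084, limma). These are transcript levels and do not measure phosphorylation. From the interferon-related GO terms and the JAK-STAT term of the KEGG analysis, and because the pathway acts downstream of interferon signaling, the paper proposes that the JAK-STAT pathway might mediate the antitumor effects of Thimerosal.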

**Figure 5:**
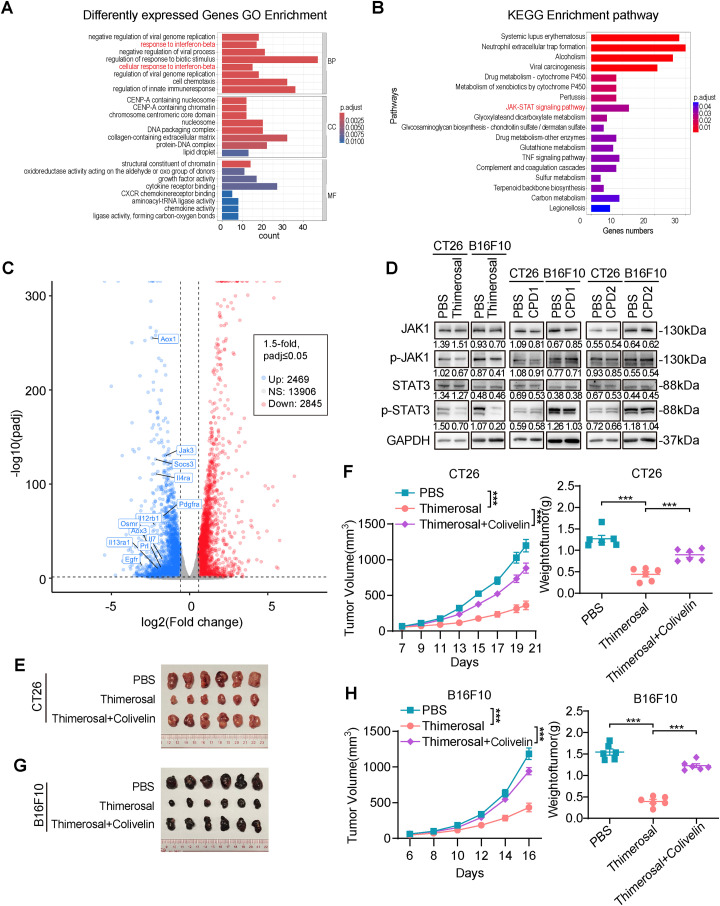
Thimerosal inhibits CRC and melanoma progression by inhibiting JAK1-STAT3 signaling activation. (**A**) GO Analysis of differently expressed genes in CT26 cells treated with PBS or Thimerosal (1 μM) for 48 h (n = 3). (**B**) KEGG analysis. (**C**) Volcano plot of differentially expressed genes. (**D**) Western blot analysis of JAK1, p-JAK1, STAT3, and p-STAT3 levels in CT26 (1 μM) and B16F10 (0.1 μM) cells after 48 h of Thimerosal treatment. (**E**) Images of CT26 subcutaneous tumors in BALB/c mice (n = 6). (**F**) CT26 subcutaneous tumor growth curves, and tumor weights in BALB/c mice (n = 6). (**G**) Images of B16F10 subcutaneous tumors in C57BL/6J mice (n = 6). (**H**) B16F10 subcutaneous tumor growth curves, and tumor weights in C57BL/6J mice (n = 6). ((**E**–**G**): Thimerosal 16.25 μg/kg, qod/ip, Colivelin 1 mg/kg, qod/ip.) Data are expressed as mean ± SEM. ***p < 0.001

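At the threshold printed in Fig. 5C, a 1.5-fold change and an adjusted p-value of at most 0.05, 2543 genes were higher and 1967 lower after Thimerosal (limma with Benjamini-Hochberg adjustment). Of the 12 genes labelled in the volcano plot, 10 passed the filter on low values, and all 10 were higher after Thimerosal at the threshold of the methods. With a pseudocount of 1, 5 of the 10 were past it and Pdgfra, Osmr, Aox3, Il7 and Prl were not, with log2 fold changes between 0.83 and 1.24. Il7 was also not past it with quantile normalization (1.35) and without PBS replicate 3 (1.49). None of the 10 was lower, at an adjusted or an unadjusted p-value below 0.05. Socs3, on chromosome 11 of GRCm39 from 117856905 to 117860898, rose from 5.03 ± 0.297 to 24.0 ± 3.21 FPKM (SD, n = 3 each), a log2 fold change of 2.22 (standard error 0.10, adjusted p = 5.5e-07, limma). Aox1, on chromosome 1 from 58068908 to 58145995, rose from 5.88 ± 0.322 to 33.4 ± 3.17 FPKM (SD, n = 3 each), a log2 fold change of 2.48 (standard error 0.08, adjusted p = 9e-08, limma). Il4ra rose from 1.72 ± 0.085 to 8.02 ± 1.1 FPKM, and Il12rb1 from 1.39 ± 0.133 to 7.75 ± 1.23 FPKM (SD, n = 3 each). The log2 fold changes of Pdgfra, Osmr, Aox3, Il7 and Prl were 1.80, 2.50, 2.54, 1.64 and 1.78, with Osmr, Aox3, Il7 and Prl below 1 FPKM in the PBS libraries. Il13ra1 was at 0.185 ± 0.0693 and 0.793 ± 0.2 FPKM and Egfr at 0.0147 ± 0.00371 and 0.137 ± 0.0119 FPKM (SD, n = 3 each), too low for the filter. Tested without it, both were higher after Thimerosal, with log2 fold changes of 1.66 and 1.05 (adjusted p = 0.01 and 0.0016, limma).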

Western blot analysis confirmed that Thimerosal decreased JAK1 and STAT3 phosphorylation (Fig. 5D). In contrast, CPD1 and CPD2 did not alter JAK1/STAT3 pathway activity. In subcutaneous tumor models, Thimerosal monotherapy significantly suppressed tumor growth, while combination with the STAT3 activator Colivelin restored tumor growth to control levels (Fig. 5E–H). This rescue effect supports the conclusion that Thimerosal acts through JAK1/STAT3 inhibition.

### 3.6 Thimerosal Increases CD8^+^ T Cell Infiltration in the Tumor Microenvironment

Thimerosal has been reported to exhibit antigen-stabilizing properties, and transcriptome analysis has linked its activity to interferon response-related genes and the JAK/STAT signaling pathway. Given that the JAK/STAT pathway serves as a crucial downstream effector of interferon signaling and plays a pivotal role in tumor immune responses, we investigated whether Thimerosal modulates the tumor immune microenvironment to influence tumor growth.

Immunohistochemical analysis revealed significantly increased infiltration of CD4^+^ and CD8^+^ T cells in MC38 and CT26 tumors after Thimerosal treatment (Fig. 6A,B). To further evaluate the role of T cell infiltration in Thimerosal-mediated antitumor effects, a subcutaneous tumor model was established in BALB/c nude mice, which lack functional T cells (Fig. 6C). Thimerosal treatment resulted in a modest reduction in tumor growth rate and tumor weight in MC38 subcutaneous tumors in nude mice compared to the control group (Fig. 6D,E). However, the antitumor efficacy was markedly reduced compared to that observed in immune-competent C57BL/6 mice. Similarly, Thimerosal treatment partially inhibited the growth of CT26 subcutaneous tumors in nude mice, but the effects were less pronounced than those in immune-competent BALB/c mice (Fig. 6F,G). These results indicate that Thimerosal enhances the infiltration of CD4^+^ and CD8^+^ T cells in the tumor microenvironment, which contributes to its antitumor efficacy.

**Figure 6:**
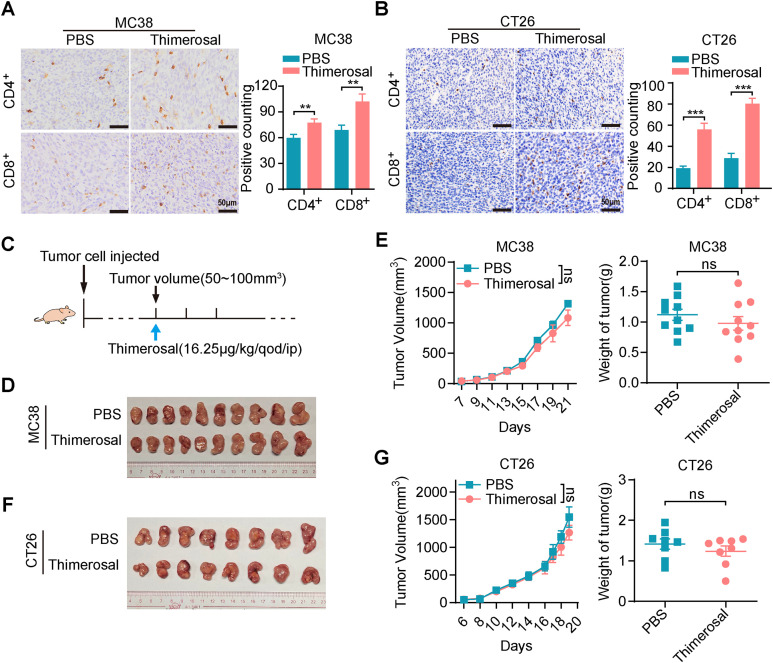
Thimerosal increases CD8^+^ T cell infiltration in the tumor microenvironment. (**A**) CD4/CD8 histochemistry of MC38 subcutaneous tumors. Scale bar: 50 μm. (**B**) CD4/CD8 histochemistry of CT26 subcutaneous tumors. Scale bar: 50 μm. (**C**) Therapy regimen schematic. BALB/c nude mice with subcutaneous tumors were administered Thimerosal or PBS every 2 days. (**D**) Images of MC38 subcutaneous tumors in BALB/c nude mice (n = 10). (**E**) MC38 subcutaneous tumor growth curves, and tumor weights in BALB/c nude mice (n = 10). (**F**) Images of CT26 subcutaneous tumors in BALB/c nude mice (n = 8). (**G**) CT26 subcutaneous tumor growth curves, and tumor weights in BALB/c nude mice (n = 8). ((**D**–**G**): Thimerosal 16.25 μg/kg, qod/ip). Data are expressed as mean ± SEM. ns: non-significant; **p < 0.01, ***p < 0.001

### 3.7 Thimerosal in Combination with Anti-PD-1 Exhibits Enhanced Anti-Tumor Efficacy

We evaluated the combination of Thimerosal with anti-PD-1 in subcutaneous tumor models. Both monotherapies suppressed tumor growth, while the combination showed enhanced efficacy, achieving complete tumor regression in 3 of 10 MC38-bearing mice (Fig. 7A–C). Similar synergy was observed in CT26 models, with the combination being more effective than either agent alone (Fig. 7D,E). Immunohistochemical analysis revealed that Thimerosal promoted the infiltration of CD8^+^ T cells within the tumor stroma (Fig. 7F,G).

**Figure 7:**
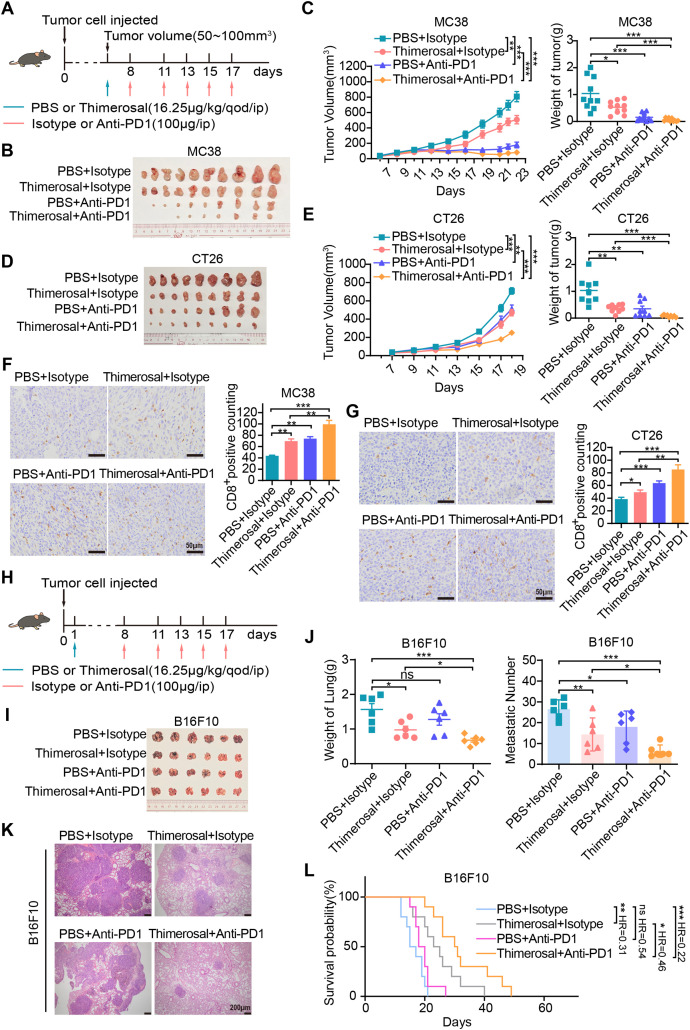
Thimerosal enhances the antitumor efficacy of anti-PD-1 therapy. (**A**) Therapy regimen schematic for (**B**–**G**). Mice with subcutaneous tumors were administered Thimerosal and/or anti-PD-1. (**B**) Images of MC38 subcutaneous tumors in C57BL/6J mice (n = 10). (**C**) MC38 subcutaneous tumor growth curves, and tumor weights in C57BL/6J mice (n = 10). (**D**) Images of CT26 subcutaneous tumors in BALB/c mice (n = 9). (**E**) CT26 subcutaneous tumor growth curves, and tumor weights in BALB/c mice (n = 9). (**F**) CD8 histochemistry of MC38 subcutaneous tumors. Scale bar: 50 μm. (**G**) CD8 histochemistry of CT26 subcutaneous tumors. Scale bar: 50 μm. (**H**) The flowchart of the tail vein injection protocol in C57BL/6J mice with B16F10 metastasis tumors was administered Thimerosal and/or anti-PD-1. (**I**) Images of B16F10 lung metastases in C57BL/6J mice in the four treatment groups on day 21 post-challenge (n = 6). (**J**) Lung weights and metastatic nodules of B16F10 lung metastases in C57BL/6J mice in the four treatment groups on day 21 post-challenge (n = 6). (**K**) HE Images of B16F10 lung metastases in C57BL/6J mice. Scale bar: 200 μm. (**L**) Kaplan–Meier survival curves of B16F10 lung metastasis-bearing C57BL/6J mice treated with Thimerosal and/or anti-PD-1 (n = 10). (Thimerosal 16.25 μg/kg, qod/ip; anti-PD-1 200 μg/ip). Data are expressed as mean ± SEM. ns: non-significant; *p < 0.05, **p < 0.01, ***p < 0.001

The antitumor efficacy of the combination was further evaluated in a B16F10 lung metastasis model established via tail vein injection (Fig. 7H). Both Thimerosal and anti-PD-1 monotherapies partially suppressed metastatic tumor growth. In contrast, the combination therapy significantly reduced lung tumor burden, including metastatic growth and number (Fig. 7I–K), and prolonged the survival time of treated mice (Fig. 7L). These results indicate that the combination of Thimerosal and anti-PD-1 enhances antitumor immunity and improves therapeutic outcomes in both subcutaneous and metastatic tumor models.

## 4 Discussion

In this study, we provide compelling evidence that Thimerosal, an organic compound commonly used as a preservative in vaccines, exhibits significant antitumor efficacy in CRC and melanoma. Using integrated *in vitro* and *in vivo* experimental approaches, we showed that Thimerosal effectively inhibits tumor cell proliferation, invasion, and metastasis, while also enhancing antitumor immune responses. Mechanistically, Thimerosal was found to inhibit the JAK1/STAT3 signaling pathway, which is frequently dysregulated in cancer and promotes tumor progression, metastasis, and immune evasion. This inhibition not only suppresses malignant phenotypes but also promotes immune activation within the tumor microenvironment. Given the established crosstalk between the JAK/STAT pathway and other oncogenic cascades such as PI3K/Akt, future studies should investigate whether Thimerosal’s antitumor effects also involve modulation of these interconnected networks [31]. Notably, Thimerosal exhibits synergistic effects when combined with the immune checkpoint inhibitor anti-PD-1. These findings highlight the dual mechanisms of Thimerosal: direct inhibition of tumor cell signaling pathways and modulation of the tumor microenvironment. This dual functionality supports its potential clinical application in overcoming resistance to immune checkpoint blockade by simultaneously targeting tumor-intrinsic survival pathways and the immunosuppressive microenvironment, addressing a critical limitation in current cancer therapy.

A key discovery is the identification of mercury ions as critical functional sites. Metal ions play vital roles in the function of many bioactive compounds [32–34]. For instance, manganese ions potently activate the STING pathway, converting immunologically “cold” tumors into “hot” tumors [35], and copper ions are essential for tumorigenic signaling in BRAF V600E mutations [36]. Zinc-mediated metalloimmunotherapy enables dual elimination of tumors and intratumoral bacteria in oral squamous cell carcinoma [37]. In this context, we identified mercury ions as crucial for Thimerosal’s antitumor effects. When mercury ions were replaced with inert groups in the molecular structure, the resulting analogues showed no inhibitory effects on malignant phenotypes *in vitro* or *in vivo*. This clearly establishes mercury ions as essential functional components of Thimerosal’s antitumor activity. Based on these findings and mercury’s known high affinity for cysteine thiol groups, we propose a mechanistic hypothesis whereby mercury ions may directly bind to critical cysteine residues within the kinase domain of JAK1. This interaction could disrupt the redox-sensitive enzymatic activity of JAK1, potentially through allosteric inhibition or interference with ATP binding, ultimately leading to inhibition of phosphorylation. This potential direct targeting of JAK1 represents a distinct mechanism from the ROS/Ca²^+^-mediated cell death previously reported for Thimerosal in other cancer types. The differential mechanisms may reflect cell type-specific signaling contexts or differential expression of molecular targets, suggesting that Thimerosal may engage varied pathways in different malignancies. Although controversies regarding its safety persist due to the neurotoxicity of mercury [38], extensive investigations by regulatory authorities have concluded that there is no evidence of harm caused by Thimerosal-containing vaccines [39,40]. These formulations remain in use, offering the advantage of improved vaccine stability [41,42]. Consistent with these findings, our study demonstrated that Thimerosal exhibits significantly higher cytotoxicity against tumor cells than against normal intestinal epithelial cells. Moreover, we confirmed the safety of Thimerosal in mice through serum biochemical indices and histological examination of key organs.

*In vitro*, Thimerosal effectively inhibited tumor cell proliferation and invasion and induced apoptosis. The suppression of migration and invasion may result from interference with epithelial-mesenchymal transition, a process modulated by various non-coding RNAs [43]. Its therapeutic efficacy was further validated *in vivo* across multiple mouse models, including MC38, CT26, and B16F10-derived subcutaneous tumors, B16F10 lung metastases, and AOM/DSS-induced colitis-associated CRC. These results highlight the clinical significance of Thimerosal in treating CRC and melanoma. Compared with previous studies, our work is the first to confirm Thimerosal’s inhibitory effects on solid tumors using diverse animal models.

Mechanistically, transcriptomic analyses revealed significant dysregulation of the JAK/STAT signaling pathway in Thimerosal-treated CT26 cells. This pathway is implicated in various cancers [44,45], including hepatocellular carcinoma [46] and breast cancer [47], where it enhances metastasis and inhibits autophagy. 

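Of the 84 tested JAK-STAT genes in CT26 cells, 64 had an adjusted p-value below 0.05 over all genes tested (limma with Benjamini-Hochberg adjustment) and 65 adjusted over the list alone, which includes the genes the study labelled from the same libraries. Over all genes, 8667 of the 13917 tested had an adjusted p-value below 0.05. Of the 64 genes, 35 were higher and 29 lower after Thimerosal. The PBS and Thimerosal libraries did not overlap in 69 of the 84 genes, where chance gives 10% and all tested genes together gave 67.7%. The median log2 fold change of the list was 0.07, with the middle of the list between -0.32 and 0.87, and as a set it differed from the other genes neither by camera (adjusted p = 0.59) nor by camera with the estimated correlation (adjusted p = 0.90). By fry, which asks whether the genes of a list change in 1 direction regardless of other genes, the adjusted p was 0.0086, the lowest of the alternatives, which reached 0.97. The sign of the median was not stable, at -0.01 with median-of-ratios size factors and -0.05 among genes with an FPKM of at least 0.5 in every library.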

Inhibiting JAK2/STAT3 signaling has been shown to block malignant progression, and numerous studies have supported targeting STAT3 activation as a therapeutic strategy [48]. Our results demonstrated that Thimerosal inhibits JAK1/STAT3 phosphorylation in CT26 and B16F10 cells, providing a mechanistic basis for its antitumor effects. Given the established role of JAK/STAT signaling in regulating cellular metabolism [49], its inhibition by Thimerosal may potentially influence metabolism-related cell death pathways, such as ferroptosis. This potential metabolic reprogramming, combined with its immunomodulation, could create a favorable tumor microenvironment that is highly susceptible to anti-PD-1 therapy, providing a rational basis for their synergistic combination.

Immunotherapy has become a cornerstone for treating CRC and melanoma, but many tumors remain resistant due to an immunosuppressive microenvironment [50–52]. Our findings showed that Thimerosal increases CD8^+^ T cell infiltration in the tumor microenvironment, markedly enhancing the efficacy of PD-1 blockade. Strong evidence links high CD8^+^ T cell infiltration with favorable clinical outcomes [53]. In our study, the combination of Thimerosal and anti-PD-1 produced synergistic effects, reducing tumor growth and prolonging survival in CRC and melanoma models, including B16F10 lung metastases. However, the mechanism by which Thimerosal enhances CD8^+^ T cell infiltration remains unclear. Given that the JAK/STAT3 pathway negatively regulates antitumor immunity, it is plausible that Thimerosal promotes CD8^+^ T cell infiltration via modulation of this pathway, which merits further investigation.

However, it is important to acknowledge the limitations of this study and the translational challenges ahead. First, while our findings demonstrate efficacy across multiple murine models, the translational relevance to human cancers remains to be established due to the lack of data from patient-derived models, such as patient-derived xenografts or organoids. Second, while short-term safety was confirmed at the therapeutic dose, potential long-term or neurotoxic effects with chronic administration were not evaluated, a critical consideration given mercury’s known neurotoxicity at high doses. Third, off-target effects mediated by mercury ions and mechanisms of acquired resistance were beyond the scope of this study. Despite these limitations, the repurposing potential of Thimerosal is considerable due to its novel dual mechanism of action. To address the legitimate concerns regarding its mercury content, future work should prioritize the development of mercury-free analogs that retain its immunomodulatory and JAK-STAT inhibitory properties. Furthermore, initial clinical translation could explore local administration strategies (e.g., intratumoral injection) in phase I trials to minimize systemic exposure while rigorously evaluating safety in oncology patients.

## 5 Conclusions

In summary, Thimerosal demonstrated dual antitumor roles by directly inhibiting tumor cell proliferation and metastasis while modulating the immune microenvironment to enhance CD8^+^ T cell infiltration. Mercury ions were identified as indispensable to its mechanism of action, and JAK1/STAT3 signaling emerged as a key target. Importantly, Thimerosal significantly improved the efficacy of PD-1 blockade therapy in CRC and melanoma models, suggesting its potential as an adjunct to immunotherapy. Given its established safety profile in vaccines, Thimerosal represents a promising candidate for rapid clinical translation in cancer therapy, particularly for CRC and melanoma. This study provides a foundation for future investigations into the clinical and mechanistic aspects of Thimerosal’s antitumor activity.

## Supplementary Materials

## Data Availability

The data that support the findings of this study are available from the corresponding author on reasonable request. The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE307702.

## Abbreviations

CRC: Colorectal cancer
JAK1: Janus kinase 1
p-JAK1: Phosphorylation of JAK1
STAT3: Signal transducer and activator of transcription 3
p-STAT3: Phosphorylation of STAT3
ip: Intraperitoneal Injections
AOM: Azoxymethane
DSS: Dextran sulfate sodium
H&E: Hematoxylin and eosin stains
CPD1: Sodium 2-((sec-butyl) thio) benzoate
CPD2: Sodium 2-((phenyl)thio) benzoate
GO: Gene Ontology Enrichment Analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes.

# Supplementary material for: Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy
**Source:** Oncol Res. 2026 Jan 19;34(2):20. doi: 10.32604/or.2025.071902

# Cell Line Authentication Service

---

## STR Profiling Report

**Sample From:** Southern Medical University

**Sample Type:** Cell Line

**Testing Method:** STR Genotyping

**Report Time:** January 16, 2025

## COMPANY STATEMENT

1. THIS REPORT IS ONLY RESPONSIBLE FOR THE SAMPLES ANALYZED.
2. THE TESTING RESULTS AND THE ORGANIZATION NAME WILL NOT BE USED FOR ADVERTISEMENT, COMMERCIAL EXHIBITIONS, COMMERCIAL PERFORMANCE AND OTHER COMMERCIAL ACTIVITIES.
3. OBJECTIONS SHOULD BE RAISED WITHIN FIFTEEN DAYS AFTER THE RECEIPT OF THIS REPORT.
4. THE PAPER REPORT WITH CONTENT ALTERING, ADDING OR WITHOUT THE STAMPED SEAL OF THE COMPANY ARE INVALID.

**Testing Company:** Shanghai Biowing Applied Biotechnology Co. Ltd

**Address:** Room 502, NO.1015 Longteng Rd, Songjiang District, Shanghai

## Cell Line Authentication – STR Profiling Report

### Sample code

| Table 1. Sample Code |              |
|----------------------|--------------|
| Customer's code      | Company Code |
| B16-F10              | 20250113-03  |

**Sample Number:** 1

**Sample Type:** Cell line

**Testing Type:** STR

**Testing Method:**

DNA was extracted by a commercial kit from CORNING (AP-EMN-BL-GDNA-250G). The ten STRs including one human locus were amplified by multiplex PCR and separated on ABI 3730XL Genetic Analyzer. The signals were then analyzed by the software GeneMapper..

### Data Interpretation:

Cell lines were authenticated using Short Tandem Repeat (STR) analysis as described in 2021 in ANSI Standard (ASN-0002) by the ATCC Standards Development Organization (SDO) and in Capes-Davis et al., Match criteria for human cell line authentication:

Where do we draw the line? Int J Cancer.2013;132(11):2510-9.

DSMZ tools was used to carry on the cell line comparison, which contains >8235 cell lines STR data from ATCC, DSMZ, JCRB, ECACC, GNE, RIKEN and EXPASY databases. If the cell is not included in the above cell library, users need to compared with other databases.

# Test Results

## 1. STR profile

Table 2. STR and Amelogenin Genotyping Results of Cell line.

| Loci    | Sample information   |         |         |         | Cell Bank information   |         |         |
|---------|----------------------|---------|---------|---------|-------------------------|---------|---------|
|         | Sample name: B16-F10 |         |         |         | Cell line name: B16-F10 |         |         |
|         | Allele1              | Allele2 | Allele3 | Allele4 | Allele1                 | Allele2 | Allele3 |
| 18-3    | 15                   | 16      |         |         | 15                      | 16      |         |
| 4-2     | 20.3                 | 21.3    |         |         | 20.3                    | 21.3    |         |
| 6-7     | 15                   |         |         |         | 15                      |         |         |
| 19-2    | 13                   |         |         |         | 13                      |         |         |
| 1-2     | 19                   | 20      |         |         | 19                      | 20      |         |
| 7-1     | 26.2                 |         |         |         | 26.2                    |         |         |
| 8-1     | 16                   | 17      |         |         | 16                      | 17      |         |
| 1-1     | 17                   | 18      |         |         | 17                      | 18      |         |
| 3-2     | 14                   | 15      |         |         | 14                      | 15      |         |
| 2-1     | 16                   |         |         |         | 16                      |         |         |
| 15-3    | 22.3                 | 23.3    |         |         | 22.3                    | 23.3    |         |
| 6-4     | 18                   | 19      |         |         | 18                      | 19      |         |
| 13-1    | 17.1                 | 18.1    |         |         | 17                      | 18      |         |
| 11-2    | 16                   | 17      |         |         | 16                      | 17      |         |
| 17-2    | 15                   | 16      | 17      |         | 15                      | 16      | 17      |
| 12-1    | 17                   | 18      |         |         | 17                      | 18      |         |
| 5-5     | 16                   | 20      |         |         | 16                      | 20      |         |
| X-1     | 15                   | 16      |         |         | 15                      | 16      |         |
| TH01    |                      |         |         |         |                         |         |         |
| D4S2408 |                      |         |         |         |                         |         |         |

## 2. database annotation

Figure 1. STR matching analysis

| Accession | Name    | N° Markers | Score       | STR 1-1 | STR 1-2 | STR 2-1 | STR 3-2 | STR 4-2       | STR 5-5 | STR 6-4 | STR 6-7 | STR 7-1 | STR 8-1 | STR 11-2 | STR 12-1 | STR 13-1 | STR 15-3      | STR 17-2     | STR 18-3 | STR 19-2 | STR X-1 |
|-----------|---------|------------|-------------|---------|---------|---------|---------|---------------|---------|---------|---------|---------|---------|----------|----------|----------|---------------|--------------|----------|----------|---------|
| NA        | Query   | NA         | NA          |         |         |         |         | 20,3,2<br>1,3 | 16,20   | 18,19   | 15      |         |         |          | 17,18    |          | 22,3,2<br>3,3 |              | 15,16    |          | 28      |
| CVCL_0158 | B16-F1  | 8          | 100.0<br>0% | 17,18   | 19,20   | 16      | 14,15   | 20,3,2<br>1,3 | 16,20   | 18,19   | 15      | 26,2    | 16,17   | 16,17    | 17,18    | 17,18    | 22,3,2<br>3,3 | 15,16,<br>17 | 15,16    | 13       | 28      |
| CVCL_0159 | B16-F10 | 8          | 100.0<br>0% |         |         |         |         | 20,3,2<br>1,3 | 16,20   | 18,19   | 15      |         |         |          | 17,18    |          | 22,3,2<br>3,3 |              | 15,16    |          | 28      |

**Note:** The STR online match analysis of the test cell against EXPASY database, showing cell number (Cell No.) and cell name.

## 3. Authentication

- ☐ The submitted sample profile is mouse, but not a match for any profile in the EXPASY.
- ☒ The submitted profile is exact match for the following mouse cell line(s) in the EXPASY STR database (8 core loci plus Amelogenin): **B16-F10**.
- ☐ The submitted profile is similar to the following EXPASY mouse cell line: /.

- **Note:** Cell lines are considered to related, derived from a common ancestry, when >80% of the alleles in its STR profile match profiles from tissue or other cell line samples from that donor or from database. Cell lines with between a 55% to 80% (similar) match require further profiling for investigation of relatedness.

# Appendix:

## 1. Genotyping Strategy and Site Distribution

Table S1. Experimental Strategy and Sites

|   | Pannal1 | Pannal2 | Pannal3 | Pannal4 |
|---|---------|---------|---------|---------|
| 1 | 18-3    | 1-2     | 2-1     | TH01    |
| 2 | 4-2     | 7-1     | 15-3    | D5S818  |
| 3 | 6-7     | 8-1     | 6-4     | 17-2    |
| 4 | 19-2    | 1-1     | 13-1    | 12-1    |
| 5 |         | 3-2     | 11-2    | 5-5     |
| 6 |         |         |         | X-1     |

The allele match algorithm compares the 18 core loci only, D5S818, TH01 is a human site, which is used to detect whether the cell is contaminated by human sources.

**Technician:** Xiuchuan He

**Checked by:** Chenqian Zhang

**Issued by:** Min Wang

**Issue date:** January 16, 2025

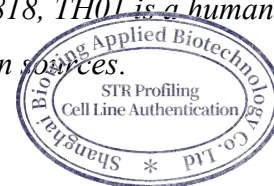

Figure 2. STR profiles of sample cell line

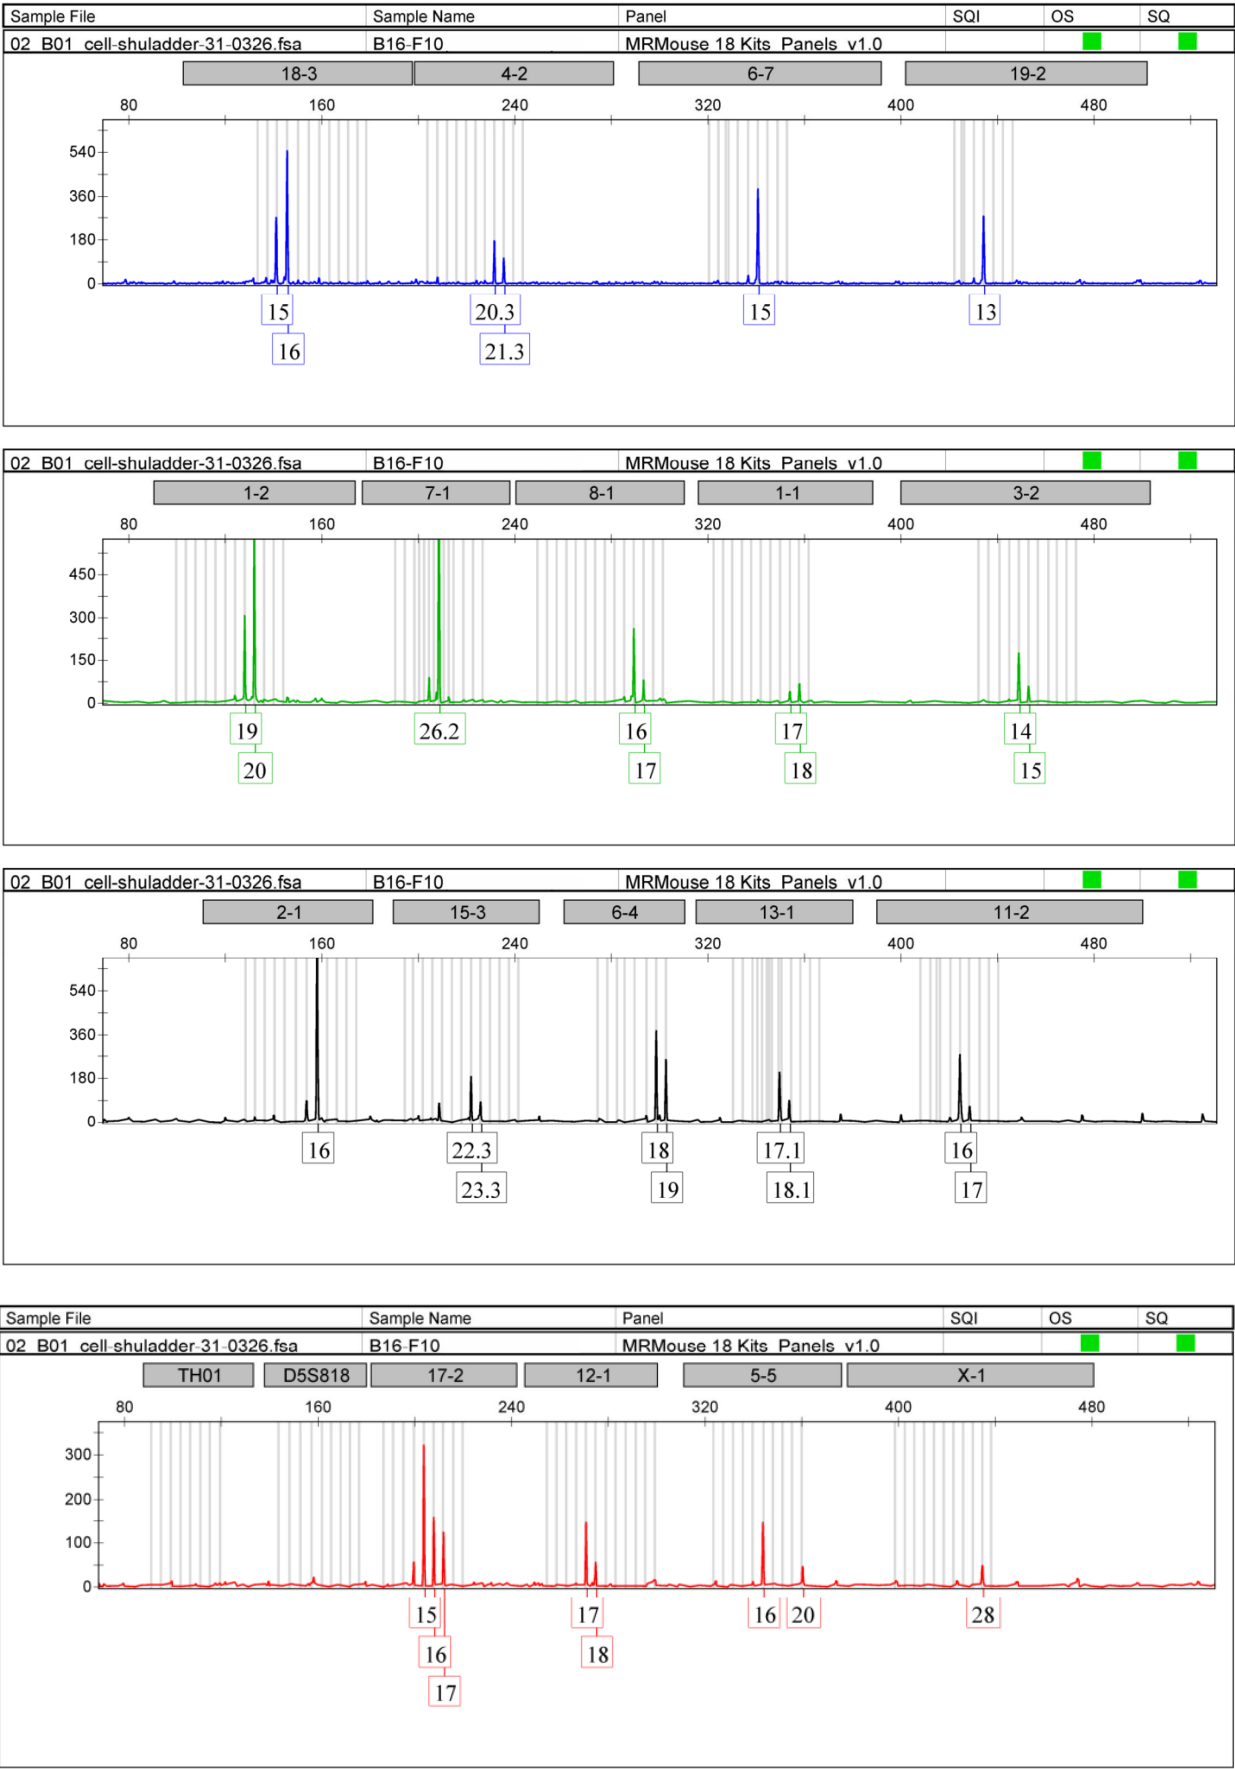

**Supplement:** Supplementary file 1

# Supplementary material for: Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy
**Source:** Oncol Res. 2026 Jan 19;34(2):20. doi: 10.32604/or.2025.071902

# Cell Line Authentication Service

---

## STR Profiling Report

**Sample From:** Southern Medical University

**Sample Type:** Cell Line

**Testing Method:** STR Genotyping

**Report Time:** January 16, 2025

## **COMPANY STATEMENT**

1. THIS REPORT IS ONLY RESPONSIBLE FOR THE SAMPLES ANALYZED.
2. THE TESTING RESULTS AND THE ORGANIZATION NAME WILL NOT BE USED FOR ADVERTISEMENT, COMMERCIAL EXHIBITIONS, COMMERCIAL PERFORMANCE AND OTHER COMMERCIAL ACTIVITIES.
3. OBJECTIONS SHOULD BE RAISED WITHIN FIFTEEN DAYS AFTER THE RECEIPT OF THIS REPORT.
4. THE PAPER REPORT WITH CONTENT ALTERING, ADDING OR WITHOUT THE STAMPED SEAL OF THE COMPANY ARE INVALID.

**Testing Company:** Shanghai Biowing Applied Biotechnology Co. Ltd

**Address:** Room 502, NO.1015 Longteng Rd, Songjiang District, Shanghai

## Cell Line Authentication – STR Profiling Report

### Sample code

Table 1. Sample Code

| Customer's code | Company Code |
|-----------------|--------------|
| CT26            | 20250113-04  |

**Sample Number:**1

**Sample Type:** Cell line

**Testing Type:** STR

### Testing Method:

DNA was extracted by a commercial kit from CORNING (AP-EMN-BL-GDNA-250G). The ten STRs including one human locus were amplified by multiplex PCR and separated on ABI 3730XL Genetic Analyzer. The signals were then analyzed by the software GeneMapper..

### Data Interpretation:

Cell lines were authenticated using Short Tandem Repeat (STR) analysis as described in 2021 in ANSI Standard (ASN-0002) by the ATCC Standards Development Organization (SDO) and in Capes-Davis et al., Match criteria for human cell line authentication:

Where do we draw the line? Int J Cancer.2013;132(11):2510-9.

DSMZ tools was used to carry on the cell line comparison, which contains >8235 cell lines STR data from ATCC, DSMZ, JCRB, ECACC, GNE, RIKEN and EXPASY databases. If the cell is not included in the above cell library, users need to compared with other databases.

# Test Results

## 1. STR profile

Table 2. STR and Amelogenin Genotyping Results of Cell line.

| Loci    | Sample information |         |         |         | Cell Bank information |         |         |
|---------|--------------------|---------|---------|---------|-----------------------|---------|---------|
|         | Sample name: CT26  |         |         |         | Cell line name: CT26  |         |         |
|         | Allele1            | Allele2 | Allele3 | Allele4 | Allele1               | Allele2 | Allele3 |
| 18-3    | 19                 |         |         |         | 19                    |         |         |
| 4-2     | 21.3               |         |         |         | 21.3                  |         |         |
| 6-7     | 12                 |         |         |         | 12                    |         |         |
| 19-2    | 13                 |         |         |         | 13                    |         |         |
| 1-2     | 17                 | 18      |         |         | 17                    | 18      |         |
| 7-1     | 25.2               |         |         |         | 25.2                  |         |         |
| 8-1     | 13                 |         |         |         | 13                    |         |         |
| 1-1     | 14                 | 15      |         |         | 14                    | 15      |         |
| 3-2     | 14                 |         |         |         | 14                    |         |         |
| 2-1     | 16                 | 17      |         |         | 16                    | 17      |         |
| 15-3    | 21.3               | 22.3    |         |         | 21.3                  | 22.3    |         |
| 6-4     | 18                 | 20      |         |         | 18                    | 20      |         |
| 13-1    | 16.2               | 17.2    |         |         | 16.2                  |         |         |
| 11-2    | 17                 |         |         |         | 17                    |         |         |
| 17-2    | 15                 | 16      |         |         | 15                    | 16      |         |
| 12-1    | 16                 | 17      |         |         | 16                    | 17      |         |
| 5-5     | 14                 |         |         |         | 14                    |         |         |
| X-1     | 25                 | 26      |         |         | 25                    | 26      |         |
| TH01    |                    |         |         |         |                       |         |         |
| D4S2408 |                    |         |         |         |                       |         |         |

## 2. database annotation

Figure 1. STR matching analysis

| Accession | Name      | N° Markers | Score      | STR 1-1 | STR 1-2 | STR 2-1 | STR 3-2 | STR 4-2 | STR 5-5 | STR 6-4 | STR 6-7 | STR 7-1 | STR 8-1 | STR 11-2 | STR 12-1 | STR 13-1               | STR 15-3      | STR 17-2     | STR 18-3 | STR 19-2 | STR X-1 |
|-----------|-----------|------------|------------|---------|---------|---------|---------|---------|---------|---------|---------|---------|---------|----------|----------|------------------------|---------------|--------------|----------|----------|---------|
| NA        | Query     | NA         | NA         | 14,15   | 17,18   | 16,17   | 14      | 21,3    | 14      | 18,20   | 12      | 25,2    | 13      | 17       | 16,17    | 16,2,1<br>7,2          | 21,3,2<br>2,3 | 15,16        | 19       | 13       | 25,26   |
| CVCL_7255 | CT26.CL25 | 18         | 98.1<br>1% | 14,15   | 17,18   | 16,17   | 14      | 21,3    | 14      | 18,20   | 12      | 25,2    | 13      | 17       | 16,17    | 16,2                   | 21,3,2<br>2,3 | 15,16        | 19       | 13       | 25,26   |
| CVCL_7256 | CT26.WT   | 18         | 94.7<br>4% | 14,15   | 17,18   | 16,17   | 14      | 21,3    | 14      | 18,20   | 12      | 25,2    | 13      | 17       | 16,17    | 16,2,1<br>7,2,18,<br>2 | 21,3,2<br>2,3 | 15,16,<br>17 | 19,20    | 13       | 25,26   |

**Note:** The STR online match analysis of the test cell against EXPASY database, showing cell number (Cell No.) and cell name.

## 3. Authentication

- ☐ The submitted sample profile is mouse, but not a match for any profile in the EXPASY.
- ☒ The submitted profile is an basic match for the following mouse cell line(s) in the EXPASY STR database (8 core loci plus Amelogenin): **CT26**.
- ☐ The submitted profile is similar to the following EXPASY mouse cell line: /.
- **Note:** Cell lines are considered to related, derived from a common ancestry, when >80% of the alleles in its STR profile match profiles from tissue or other cell line samples from that donor or from database. Cell lines with between a 55% to 80% (similar) match require further profiling for investigation of relatedness.

# Appendix:

## 1. Genotyping Strategy and Site Distribution

Table S1. Experimental Strategy and Sites

|   | Pannal1 | Pannal2 | Pannal3 | Pannal4 |
|---|---------|---------|---------|---------|
| 1 | 18-3    | 1-2     | 2-1     | TH01    |
| 2 | 4-2     | 7-1     | 15-3    | D5S818  |
| 3 | 6-7     | 8-1     | 6-4     | 17-2    |
| 4 | 19-2    | 1-1     | 13-1    | 12-1    |
| 5 |         | 3-2     | 11-2    | 5-5     |
| 6 |         |         |         | X-1     |

The allele match algorithm compares the 18 core loci only, D5S818, TH01 is a human site, which is used to detect whether the cell is contaminated by human sources.

**Technician:** Xiuchuan He

**Checked by:** Chenqian Zhang

**Issued by:** Min Wang

**Issue date:** January 16, 2025

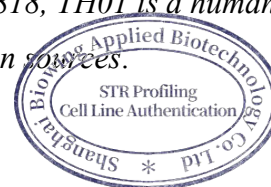

Figure 2. STR profiles of sample cell line

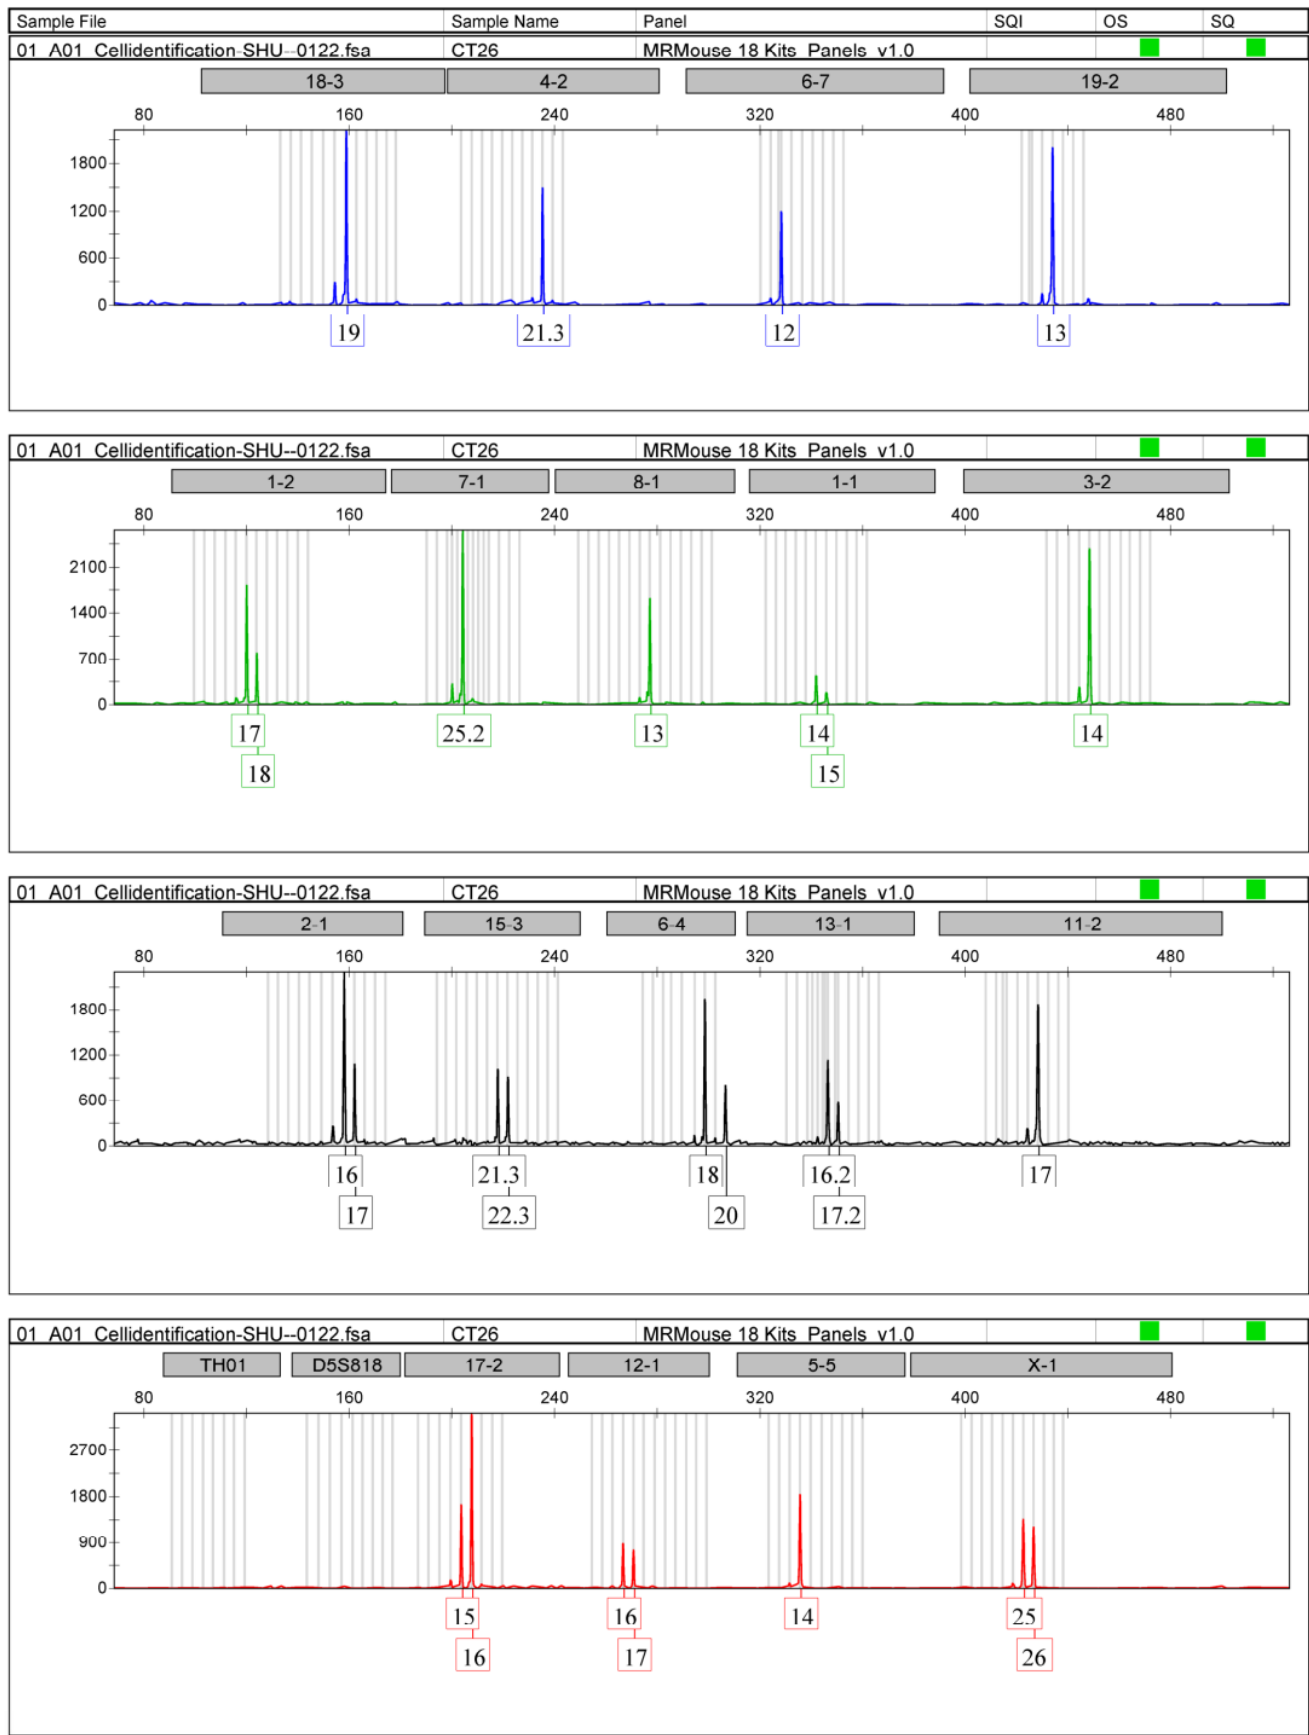

**Supplement:** Supplementary file 1

# Supplementary material for: Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy
**Source:** Oncol Res. 2026 Jan 19;34(2):20. doi: 10.32604/or.2025.071902
**Supplement:** Supplementary file 1

# Cell Line Authentication Service

---

## STR Profiling Report

**Sample From:** Southern Medical University

**Sample Type:** Cell Line

**Testing Method:** STR Genotyping

**Report Time:** January 10, 2025

## COMPANY STATEMENT

1. THIS REPORT IS ONLY RESPONSIBLE FOR THE SAMPLES ANALYZED.
2. THE TESTING RESULTS AND THE ORGANIZATION NAME WILL NOT BE USED FOR ADVERTISEMENT, COMMERCIAL EXHIBITIONS, COMMERCIAL PERFORMANCE AND OTHER COMMERCIAL ACTIVITIES.
3. OBJECTIONS SHOULD BE RAISED WITHIN FIFTEEN DAYS AFTER THE RECEIPT OF THIS REPORT.
4. THE PAPER REPORT WITH CONTENT ALTERING, ADDING OR WITHOUT THE STAMPED SEAL OF THE COMPANY ARE INVALID.

**Testing Company:** Shanghai Biowing Applied Biotechnology Co. Ltd

## Cell Line Authentication – STR Profiling Report

### Sample code

Table 1. Sample Code

| Customer's code | Company Code |
|-----------------|--------------|
| DLD-1           | 20250106-03  |

**Sample Number:**1

**Sample Type:** Cell line

**Testing Type:** STR

### Testing Method:

DNA was extracted by a commercial kit from CORNING (AP-EMN-BL-GDNA-250G). The twenty-one STRs including Amelogenin locus were amplified by six multiplex PCR and separated on ABI 3730XL Genetic Analyzer. The signals were then analyzed by the software GeneMapper.

### Data Interpretation:

Cell lines were authenticated using Short Tandem Repeat (STR) analysis as described in 2021 in ANSI Standard (ASN-0002) by the ATCC Standards Development Organization (SDO) and in Capes-Davis et al., Match criteria for human cell line authentication: Where do we draw the line? Int J Cancer.2013;132(11):2510-9.

# Test Results

## 1. STR profile

Table 2. STR and Amelogenin Genotyping Results of Cell line20250609-01.

| Loci    | Sample information |         |         | Cell Bank information |         |         |
|---------|--------------------|---------|---------|-----------------------|---------|---------|
|         | Sample name: DLD-1 |         |         | Cell line name: DLD-1 |         |         |
|         | Allele1            | Allele2 | Allele3 | Allele1               | Allele2 | Allele3 |
| D5S818  | 13                 | 13      |         | 13                    | 13      |         |
| D13S317 | 8                  | 11      |         | 8                     | 11      |         |
| D7S820  | 10                 | 12      |         | 10                    | 12      |         |
| D16S539 | 12                 | 13      |         | 12                    | 13      |         |
| VWA     | 18                 | 19      |         | 18                    | 19      |         |
| TH01    | 7                  | 9.3     |         | 7                     | 9.3     |         |
| AMEL    | X                  | Y       |         | X                     | Y       |         |
| TPOX    | 8                  | 11      |         | 8                     | 11      |         |
| CSF1PO  | 11                 | 12      |         | 11                    | 12      |         |
| D12S391 | 19                 | 22      |         |                       |         |         |
| FGA     | 22                 | 22      |         |                       |         |         |
| D2S1338 | 17                 | 25      |         |                       |         |         |
| D21S11  | 29                 | 32.2    |         |                       |         |         |
| D18S51  | 11                 | 17      |         |                       |         |         |
| D8S1179 | 15                 | 15      |         |                       |         |         |
| D3S1358 | 17                 | 17      |         |                       |         |         |
| D6S1043 | 11                 | 13      |         |                       |         |         |
| PENTAE  | 7                  | 14      |         |                       |         |         |
| D19S433 | 14                 | 16      |         |                       |         |         |
| PENTAD  | 9                  | 14      |         |                       |         |         |
| D1S1656 | 17.3               | 19.3    |         |                       |         |         |

2. database annotation

Figure 1. STR matching analysis

| EV         | Cell No.          | Cell name | Locus names |           |            |            |            |           |          |           |            |
|------------|-------------------|-----------|-------------|-----------|------------|------------|------------|-----------|----------|-----------|------------|
|            |                   |           | D5S818      | D13S317   | D7S820     | D16S539    | VWA        | TH01      | AM       | TPOX      | CSF1PO     |
|            | Query (Your Cell) |           | 13,13       | 8,11      | 10,12      | 12,13      | 18,19      | 7,9.3     | X,Y      | 8,11      | 11,12      |
| 1.0(36/36) | ACC-278           | DLD-1     | [13', 13']  | [8', 11'] | [10', 12'] | [12', 13'] | [18', 19'] | [7', 9.3] | [X', Y'] | [8', 11'] | [11', 12'] |

**Note:** The STR online match analysis of the test cell against DSMZ/ATCC/EXPASY database, showing cell number (Cell No.) and cell name.

3. Authentication

☐ The submitted sample profile is human, but not a match for any profile in the DSMZ and EXPASY STR database.

☒ The submitted profile is exact match for the following human cell line(s) in the DSMZ STR database (8 core loci plus Amelogenin): **DLD-1**.

☐ The submitted profile is similar to the following DSMZ human cell line:

- **Note:** Cell lines are considered to related, derived from a common ancestry, when  $\geq 80\%$  of the alleles in its STR profile match profiles from tissue or other cell line samples from that donor or from database. Cell lines with between a 55% to 80% (similar) match require further profiling for investigation of relatedness.

Figure 2. STR profiles of sample cell line

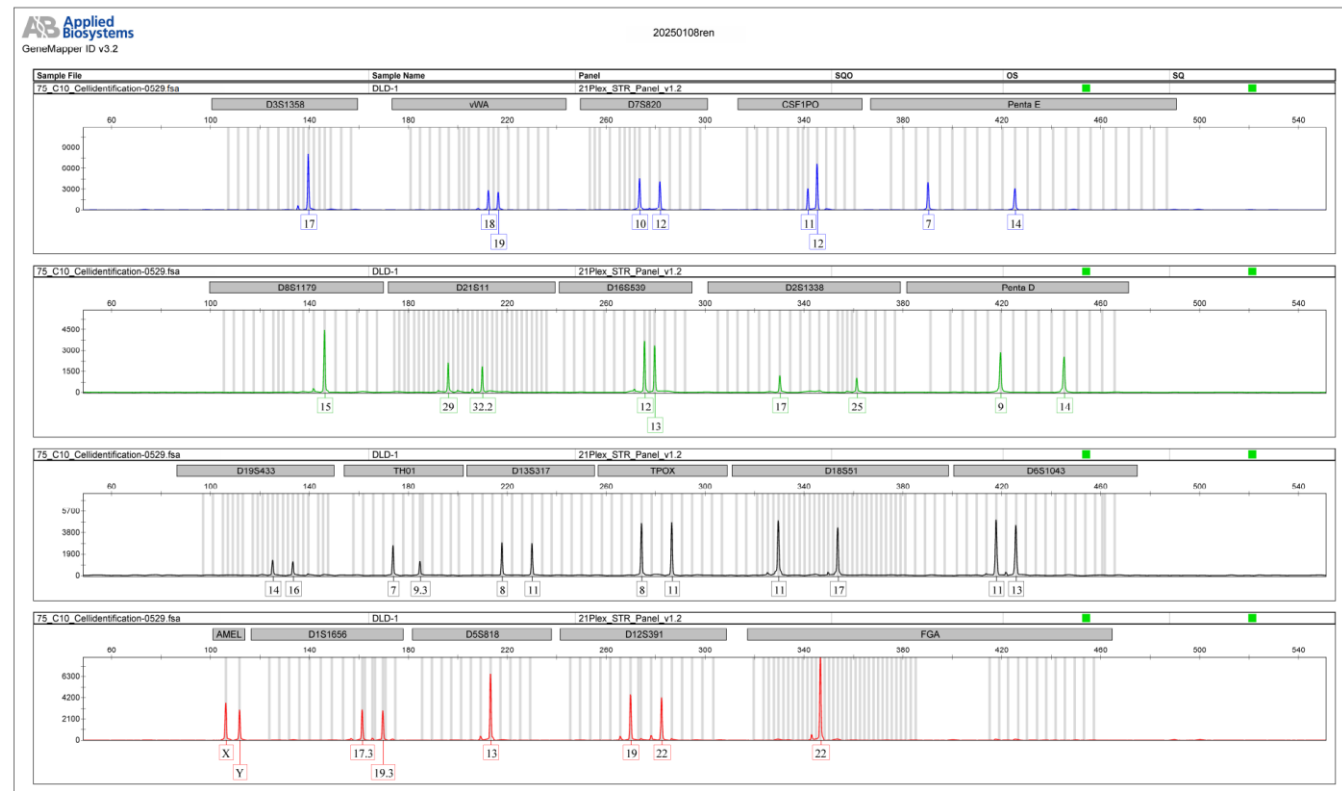

# Appendix:

## 1. Genotyping Strategy and Site Distribution

Table S1. Experimental Strategy and Sites

|   | Strategy 1 | Strategy 2 | Strategy 3 | Strategy 4 |
|---|------------|------------|------------|------------|
| 1 | D3S1358    | D8S1179    | D19S433    | AMEL       |
| 2 | VWA        | D21S11     | TH01       | D1S1656    |
| 3 | D7S820     | D16S539    | D13S317    | D5S818     |
| 4 | CSF1PO     | D2S1338    | TPOX       | D12S391    |
| 5 | PENTAE     | PENTAD     | D18S51     | FGA        |
| 6 | D6S1043    |            |            |            |

*The allele match algorithm compares the 8 core loci plus amelogenin only, even though alleles from all loci will be reported when available.*

2. EXPASY tools was used to carry on the cell line comparison, which contains 8000 cell lines STR data from ATCC, DSMZ, JCRB, ECACC, GNE and RIKEN databases. If the cell is not included in the above cell library, users need to compared with other databases.

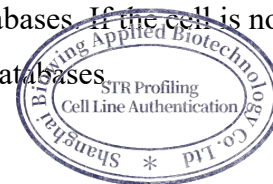

**Technician:** Xiuchuan He

**Checked by:** Chenqian Zhang

**Issued by:** Wang Min

**Issue date:** January 10, 2025

# Supplementary material for: Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy
**Source:** Oncol Res. 2026 Jan 19;34(2):20. doi: 10.32604/or.2025.071902

---

# 细胞遗传质量鉴定检测

## Cell Line Authentication Service

---

### STR 基因型检测报告

**送检编号:** HCT-8

**检品名称:** 细胞系

**报告编号:** NO.20220307-STR06

**报告日期:** 2022-03-07

---

# 报 告 说 明

1. 本报告只对送检的来样负责。
2. 检验报告上的检验结果和检验单位名称，未经同意不得用于广告、评优及商业宣传。
3. 对本报告有异议，请于收到报告之日起十五日内以书面方式提出，逾期不予受理。
4. 对纸质检验报告涂改、增删，或未加盖检验单位印章的复印件均无效。

# 样品信息

样品编号:

| 客户样本编号 | 公司编号        |
|--------|-------------|
| HCT-8  | 20220302-01 |

样品数量: 1

样品性状: 细胞系

检测项目: STR

检测方法: 用 Axygen 的基因组抽提试剂盒提取 DNA，采用 20- STR 扩增方案扩增，在 ABI 3730XL 型遗传分析仪上对 STR 位点和性别基因 Amelogenin 进行检测。

# 检测结果

## (一) 检验基本情况

|             | 多等位基因 | 匹配细胞系 | 细胞库    | EV 值 | 匹配说明 |
|-------------|-------|-------|--------|------|------|
| 20220302-01 | 无     | HCT-8 | EXPASY | 1.00 | 完全匹配 |

样本基因型检验结果

- 多等位基因指三等位及以上基因现象。
- 本次检测各细胞分型结果良好。

## (二) 各样本描述

- 20220302-01：该株细胞 DNA 分型在细胞系检索中找到**完全匹配**的细胞系，EXPASY 数据库显示细胞名为 **HCT-8**，细胞号对应 **CVCL 2478**。本次检测在该细胞系中**没有发现多等位基因**。

| EV          | Cell No. | Cell name         | Locus names |         |        |         |       |       |     |      |        | Figures |
|-------------|----------|-------------------|-------------|---------|--------|---------|-------|-------|-----|------|--------|---------|
|             |          |                   | D5S818      | D13S317 | D7S820 | D16S539 | VWA   | TH01  | AM  | TPOX | CSF1PO |         |
|             |          | Query (Your Cell) | 13,13       | 8,11    | 10,12  | 12,13   | 18,19 | 7,9.3 | X,Y | 8,11 | 12,12  |         |
| 1.00(36/36) | 357      | HCT-15            | 13,13       | 8,11    | 10,12  | 12,13   | 18,19 | 7,9.3 | X,Y | 8,11 | 12,12  | -       |
| 1.00(36/36) | CCL-225  | HCT-15            | 13,13       | 8,11    | 10,12  | 12,13   | 18,19 | 7,9.3 | X,Y | 8,11 | 12,12  | -       |

**备注：**待测细胞系与收录于 ATCC, DSMZ, JCRB 和 RIKEN 数据库的细胞系 STR 数据进行比对，未收录于以上细胞库的细胞系将无法匹配。

### (三) 样本分型结果

| 细胞 20220302-01 的 STR 位点和 Amelogenin 位点的基因分型结果 |              |         |         |               |         |         |
|-----------------------------------------------|--------------|---------|---------|---------------|---------|---------|
| Loci                                          | 送检细胞 STR 信息  |         |         | 细胞库细胞 STR 信息  |         |         |
|                                               | 送检细胞名: HCT-8 |         |         | 细胞库细胞名: HCT-8 |         |         |
|                                               | Allele1      | Allele2 | Allele3 | Allele1       | Allele2 | Allele3 |
| D5S818                                        | 13           | 13      |         | 13            | 13      |         |
| D13S317                                       | 8            | 11      |         | 8             | 11      |         |
| D7S820                                        | 10           | 12      |         | 10            | 12      |         |
| D16S539                                       | 12           | 13      |         | 12            | 13      |         |
| VWA                                           | 18           | 19      |         | 18            | 19      |         |
| TH01                                          | 7            | 9.3     |         | 7             | 9.3     |         |
| AMEL                                          | X            | Y       |         | X             | Y       |         |
| TPOX                                          | 8            | 11      |         | 8             | 11      |         |
| CSF1PO                                        | 12           | 12      |         | 12            | 12      |         |
| D12S391                                       | 19           | 22      |         |               |         |         |
| FGA                                           | 22           | 22      |         |               |         |         |
| D2S1338                                       | 17           | 25      |         |               |         |         |
| D21S11                                        | 29           | 32.2    |         |               |         |         |
| D18S51                                        | 11           | 17      |         |               |         |         |
| D8S1179                                       | 15           | 15      |         |               |         |         |
| D3S1358                                       | 17           | 17      |         |               |         |         |
| D6S1043                                       | 11           | 13      |         |               |         |         |
| PENTAE                                        | 7            | 14      |         |               |         |         |
| D19S433                                       | 14           | 16      |         |               |         |         |
| PENTAD                                        | 9.1          | 14      |         |               |         |         |

# 其他说明

## (一) 分型方案及位点分布

|   | 方案 1    | 方案 2    | 方案 3    | 方案 4    |
|---|---------|---------|---------|---------|
| 1 | TH01    | TPOX    | D3S1358 | AMEL    |
| 2 | D12S391 | VWA     | D13S317 | D5S818  |
| 3 | D7S820  | D8S1179 | D6S1043 | D2S1338 |
| 4 | CSF1PO  | PENTAD  | D16S539 | D21S11  |
| 5 | FGA     |         | D19S433 | D18S51  |
| 6 | PENTAE  |         |         |         |

实验方案及位点

## (二) STR 数据库比对

本公司采用 DSMZ tools 进行细胞系比对，其中包含来自于 ATCC, DSMZ, JCRB 和 RIKEN 数据库的 2455 个细胞系 STR 数据。如果待检测细胞未收录于以上细胞库或这是自行建立的新细胞系将无法进行比对，用户需根据细胞分型结果自行与其他数据库进行比对。

**主要实验人员：**张佳男

**复核人：**张晨茜

**负责人：**王敏

**签发日期：**2022 年 3 月 7 日

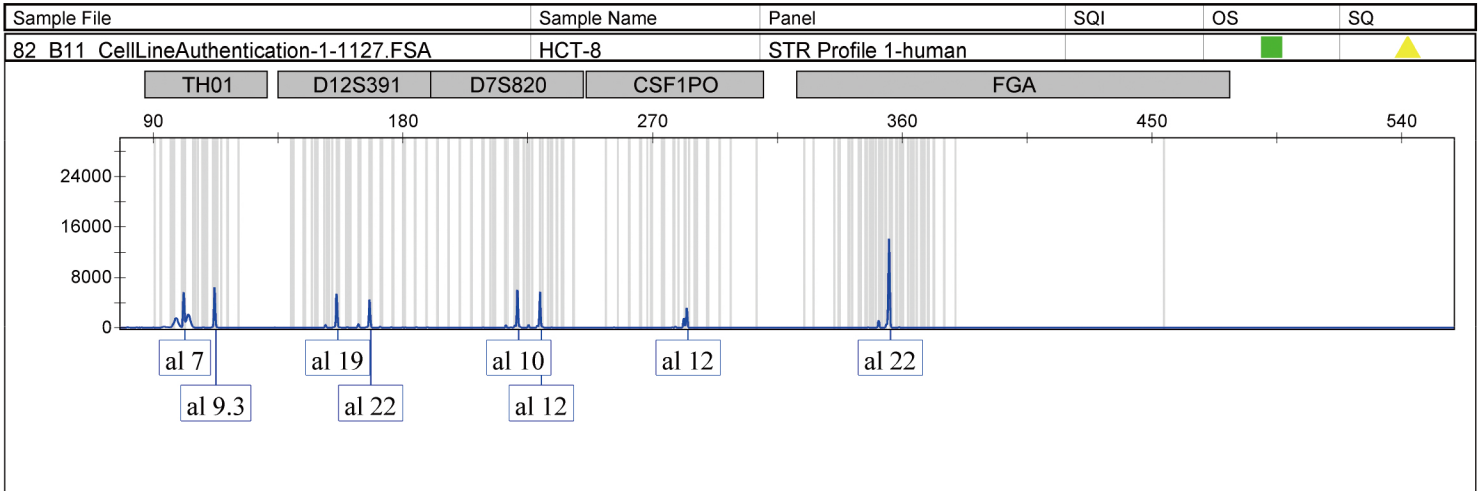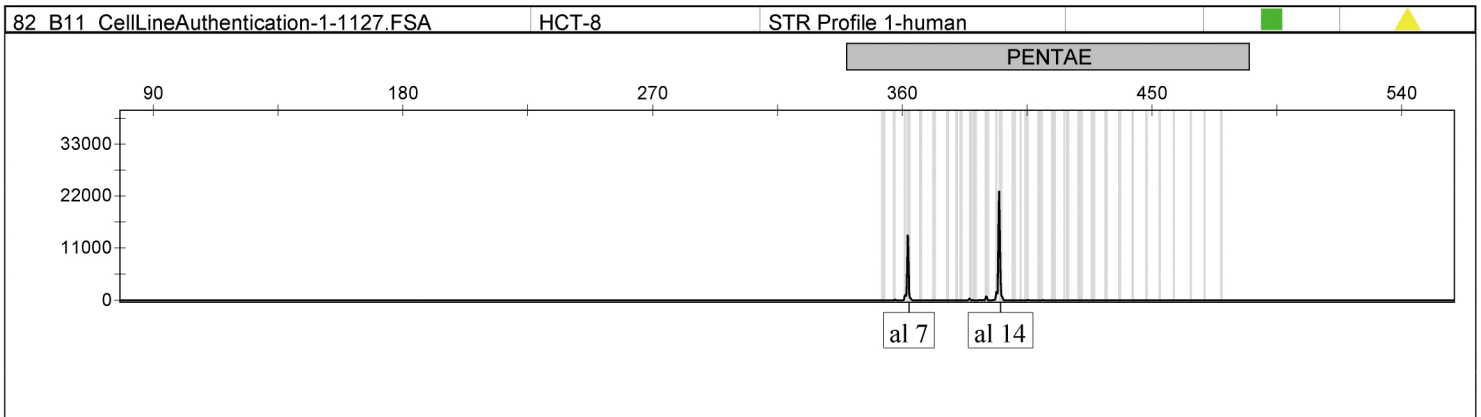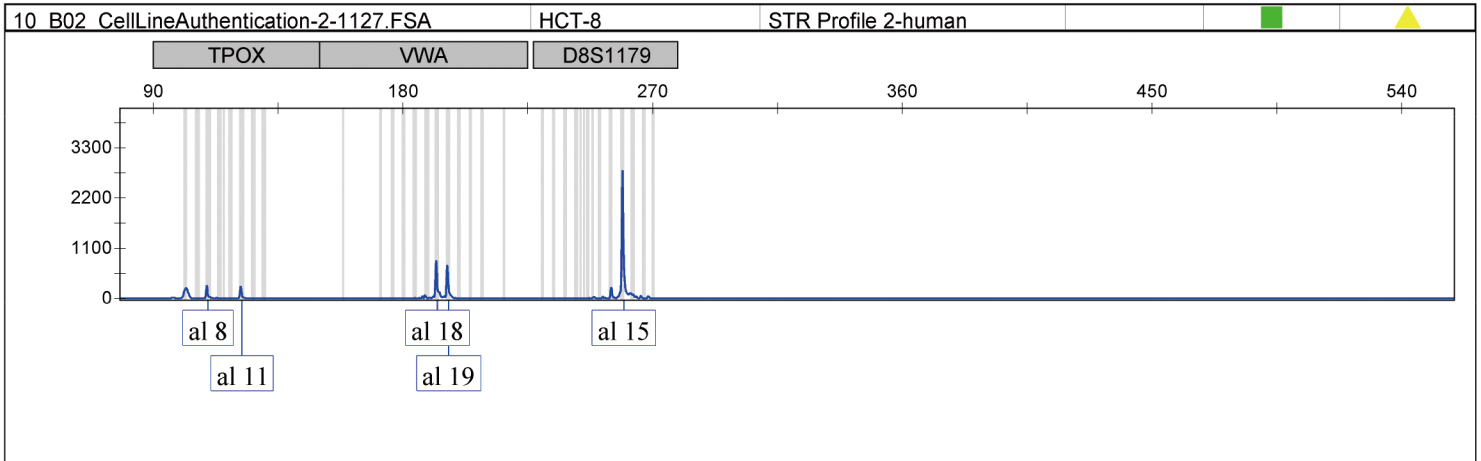

| Sample File                              | Sample Name | Panel               | SQI | OS          | SQ          |
|------------------------------------------|-------------|---------------------|-----|-------------|-------------|
| 10 B02 CellLineAuthentication-2-1127.FSA | HCT-8       | STR Profile 2-human |     | <div></div> | <div></div> |

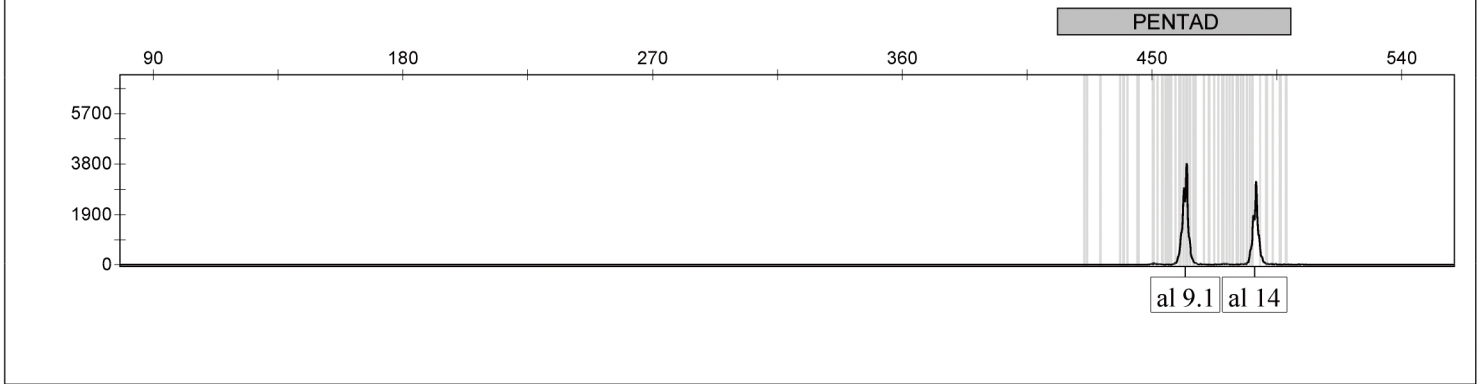

| Sample File                              | Sample Name | Panel               | SQI | OS          | SQ          |
|------------------------------------------|-------------|---------------------|-----|-------------|-------------|
| 50 B07 CellLineAuthentication-2-1127.FSA | HCT-8       | STR Profile 3-human |     | <div></div> | <div></div> |

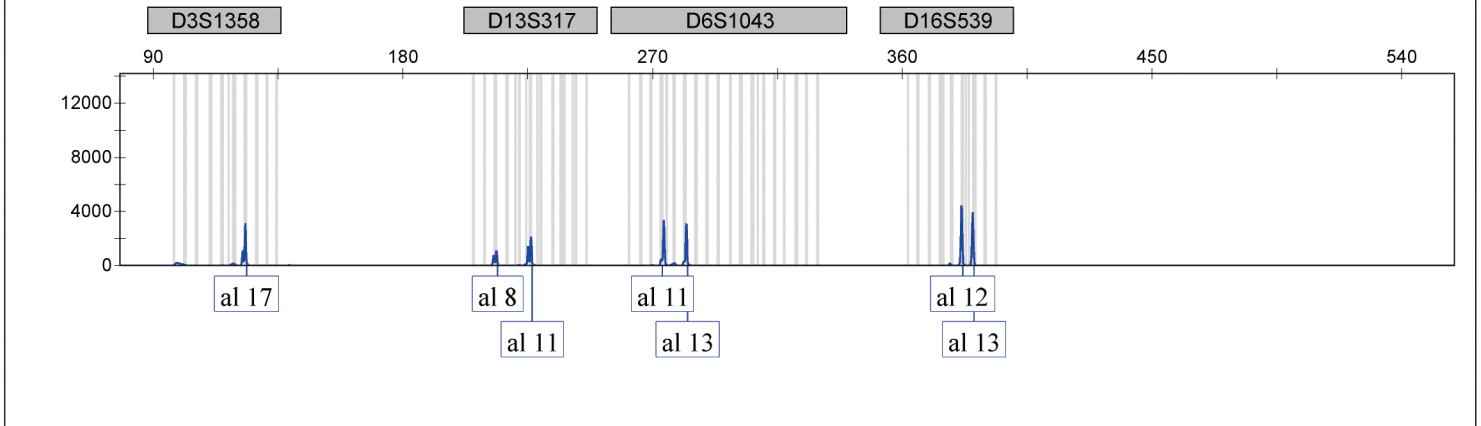

| Sample File                              | Sample Name | Panel               | SQI | OS          | SQ          |
|------------------------------------------|-------------|---------------------|-----|-------------|-------------|
| 50 B07 CellLineAuthentication-2-1127.FSA | HCT-8       | STR Profile 3-human |     | <div></div> | <div></div> |

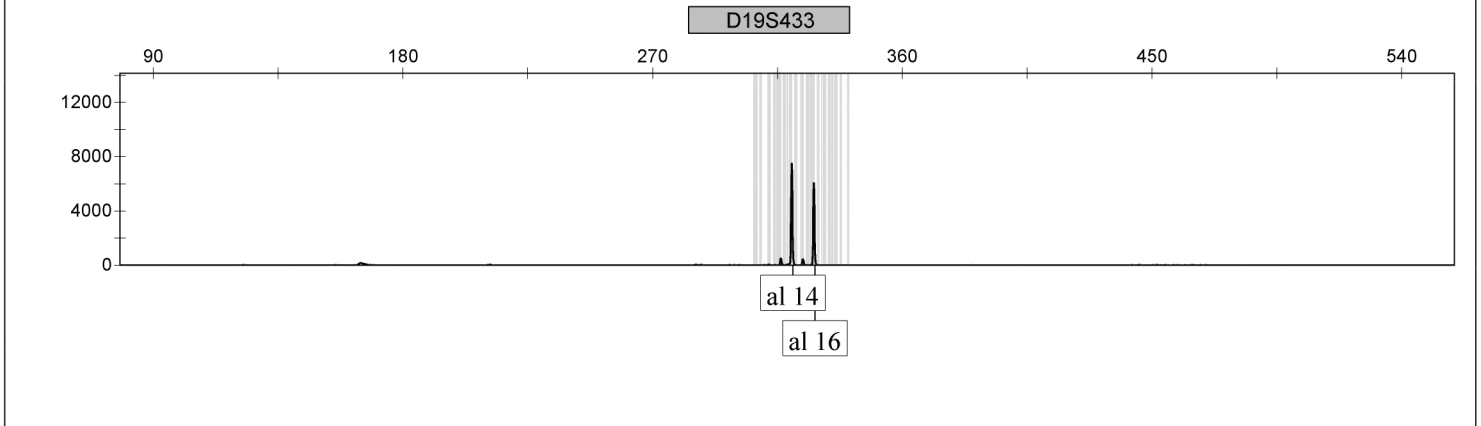

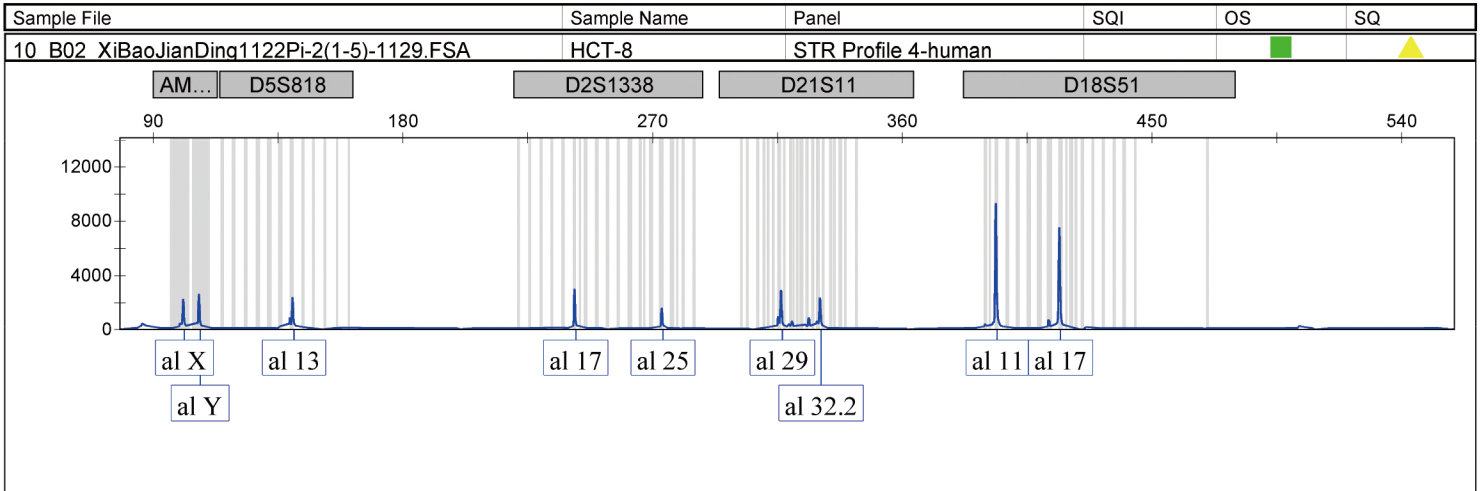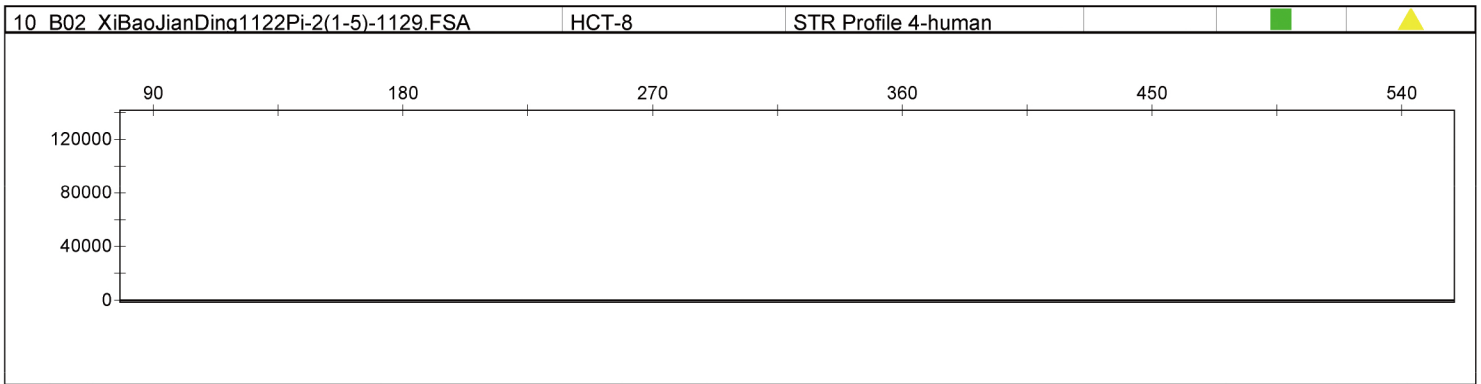

**Supplement:** Supplementary file 1

# Supplementary material for: Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy
**Source:** Oncol Res. 2026 Jan 19;34(2):20. doi: 10.32604/or.2025.071902
**Supplement:** Supplementary file 1

# Report of Human Cell Line Authentication

Delivery Date: Jul 08<sup>th</sup>, 2020

Analysis Date: Jul 14<sup>th</sup>, 2020

## I. Sample

Sample Name: 'JD3748', labeled as '116', and was received on Jul 08<sup>th</sup>, 2020

## II. Method and Procedure

1. PCR is amplified with STR Multi-amplification Kit (PowerPlex 21D System);
2. PCR products are assayed with 3730 DNA Analyzer (Applied Biosystems®).
3. Amplification of gene COX1 and electrophoresis are employed to survey the species of the sample.

## III. Results

1. The STR profiles of the cell line sample are in the attached table and figure.
2. The search result in ATCC and DSMZ databases.
3. The electrophoresis figure of gene COX1.

116: ①No loci has tri-alleles or tetra-alleles. Contamination of other human cell lines are not found (Figure 1 & Table 1). ②Compared the STR data of cell line in the databases of ATCC and DSMZ, the alleles of 116 were 89% matched with the alleles of HCT 116 cells found in both cell banks. (Figure 2 & Figure 3) ③The sample is a human cell line. Contamination of other species cells are not found in the sample (Figure 4).

To all above, the sample is a single cell line, and it is derived from a common ancestry with HCT 116 cell line.

Operator: Wanting Jiang

Auditor: Xuanyi Liang

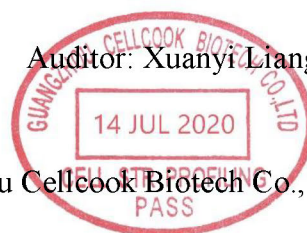

Guangzhou Cellcook Biotech Co., Ltd

Figure 1. STR profiles of 116 cell line

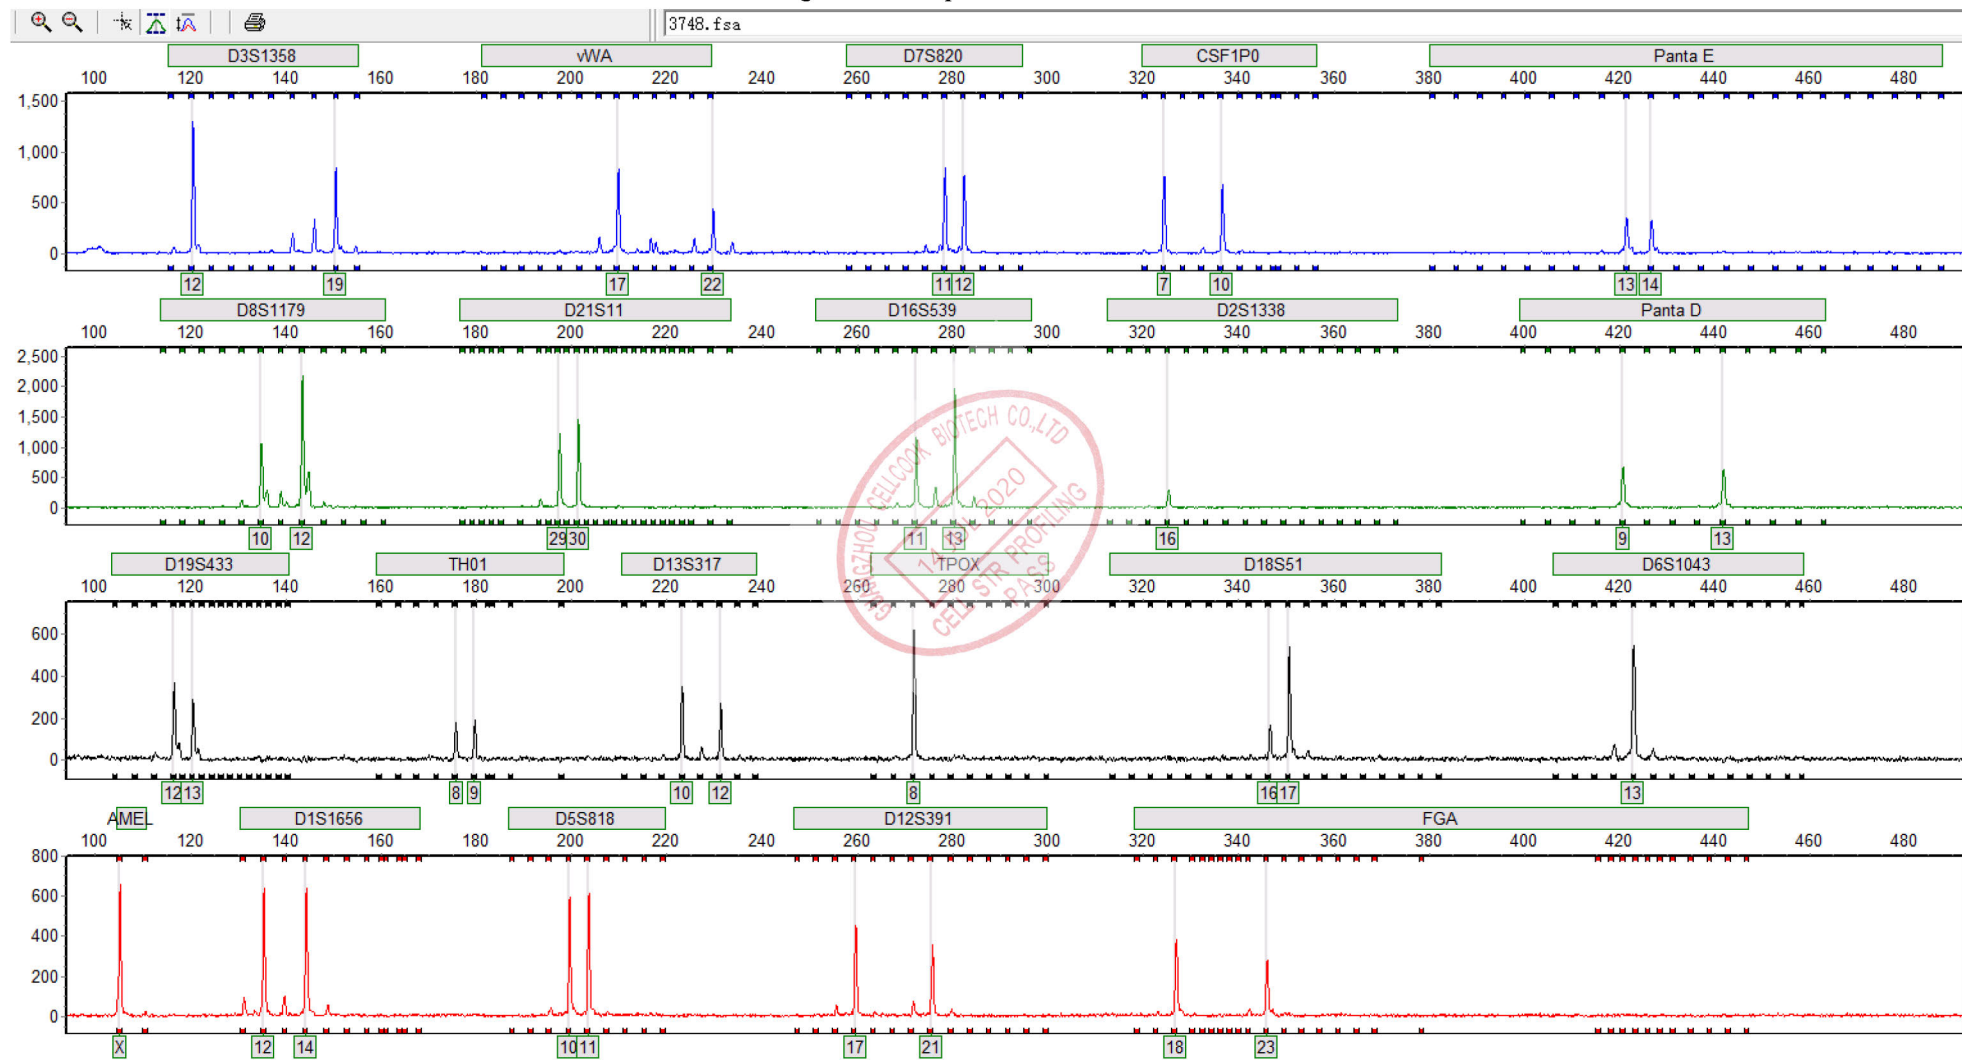

Table 1. STR profiles of 116 cell line

| 21      | Allele1 | Allele2 |
|---------|---------|---------|
| D3S1358 | 12      | 19      |
| vWA     | 17      | 22      |
| D7S820  | 11      | 12      |
| CSF1PO  | 7       | 10      |
| Penta E | 13      | 14      |
| D8S1179 | 10      | 12      |
| D21S11  | 29      | 30      |
| D16S539 | 11      | 13      |
| D2S1338 | 16      |         |
| Penta D | 9       | 13      |
| D19S433 | 12      | 13      |
| TH01    | 8       | 9       |
| D13S317 | 10      | 12      |
| TPOX    | 8       |         |
| D18S51  | 16      | 17      |
| D6S1043 | 13      |         |
| AMEL    | X       |         |
| D1S1656 | 12      | 14      |
| D5S818  | 10      | 11      |
| D12S391 | 17      | 21      |
| FGA     | 18      | 23      |

Figure 2. Search result in ATCC database

## SEARCH THE STR DATABASE

As part of our continuing efforts to characterize and authenticate the cell lines in the Cell Biology collection, ATCC has developed a comprehensive database of short tandem repeat (STR) DNA profiles for all of our human cell lines. [View our brief tutorial before starting.](#)

1. [STR Profiling Analysis](#)
2. [Matching Algorithm](#)
3. [Interrogating the Database](#)

Showing 1 - 2 Of 2

Page Size: 100 ▾

| Add to Cart              | %Match | ATCC® Number | Designation                 | D5S818 | D13S317 | D7S820 | D16S539 | vWA   | TH01 | AMEL | TPOX | CSF1PO |
|--------------------------|--------|--------------|-----------------------------|--------|---------|--------|---------|-------|------|------|------|--------|
| <input type="checkbox"/> | 89.0   | CCL-247      | HCT 116Colon CarcinomaHuman | 10,11  | 10,12   | 11,12  | 11,13   | 17,22 | 8,9  | X,Y  | 8,9  | 7,10   |
| <input type="checkbox"/> | 88.0   | CRL-2780     | ATRFLOXColon CarcinomaHuman | 10,12  | 10,12   | 11,12  | 11,13   | 17,22 | 8,9  | X    | 8    | 7,9    |

Figure 3. Search result in DSMZ database

| Result of STR matching analysis by your data.                 |          |                    |             |         |        |          |          |      |     |      |        |
|---------------------------------------------------------------|----------|--------------------|-------------|---------|--------|----------|----------|------|-----|------|--------|
| - DSMZ Profile Database -                                     |          |                    |             |         |        |          |          |      |     |      |        |
| A graphical presentation is shown at the bottom of this page. |          |                    |             |         |        |          |          |      |     |      |        |
| EV                                                            | Cell No. | Cell name          | Locus names |         |        |          |          |      |     |      |        |
|                                                               |          |                    | D5S818      | D13S317 | D7S820 | D16S539  | VWA      | TH01 | AM  | TPOX | CSF1PO |
|                                                               |          | Query (Your Cell)  | 10,11       | 10,12   | 11,12  | 11,13    | 17,22    | 8,9  | X,X | 8,8  | 7,10   |
| 0.89(32/36)                                                   | CCL-247  | HCT 116            | 10,11       | 10,12   | 11,12  | 11,13    | 17,22    | 8,9  | X,Y | 8,9  | 7,10   |
| 0.89(32/36)                                                   | CRL-2780 | ATRFLOX [Mutatect] | 10,12       | 10,12   | 11,12  | 11,13    | 17,22    | 8,9  | X,X | 8,8  | 7,9    |
| 0.84(32/38)                                                   | 581      | HCT-116            | 10,11       | 10,12   | 11,12  | 11,13,12 | 17,17,21 | 8,8  | X,X | 8,8  | 7,10   |

Figure 4. Authentication of the species of the sample

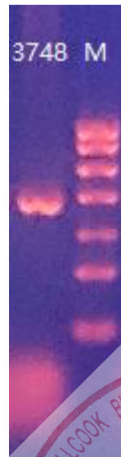

M: Marker. As the size of 700, 600, 500, 400, 300, 200 and 100bp from up to down.

Eight species are checked, as follow: *Homo sapiens* 391bp, *Cricetulus griseus* 315bp, *Macaca mulatta* 287bp, *Cercopithecus aethiops* 222bp, *Rattus norvegicus* 196bp, *Canis familiaris* 172bp, *Mus musculus* 150bp, *Bos Taurus* 102bp

JD3748: The sample. The band size is 391bp which matches the size of human.

# Supplementary material for: Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy
**Source:** Oncol Res. 2026 Jan 19;34(2):20. doi: 10.32604/or.2025.071902
**Supplement:** Supplementary file 1

# Cell Line Authentication Service

---

## STR Profiling Report

**Sample From:** Southern Medical University

**Sample Type:** Cell Line

**Testing Method:** STR Genotyping

**Report Time:** January 16, 2025

## COMPANY STATEMENT

1. THIS REPORT IS ONLY RESPONSIBLE FOR THE SAMPLES ANALYZED.
2. THE TESTING RESULTS AND THE ORGANIZATION NAME WILL NOT BE USED FOR ADVERTISEMENT, COMMERCIAL EXHIBITIONS, COMMERCIAL PERFORMANCE AND OTHER COMMERCIAL ACTIVITIES.
3. OBJECTIONS SHOULD BE RAISED WITHIN FIFTEEN DAYS AFTER THE RECEIPT OF THIS REPORT.
4. THE PAPER REPORT WITH CONTENT ALTERING, ADDING OR WITHOUT THE STAMPED SEAL OF THE COMPANY ARE INVALID.

**Testing Company:** Shanghai Biowing Applied Biotechnology Co. Ltd

**Address:** Room 502, NO.1015 Longteng Rd, Songjiang District, Shanghai

## Cell Line Authentication – STR Profiling Report

### Sample code

Table 1. Sample Code

| Customer's code | Company Code |
|-----------------|--------------|
| HCT-15          | 20250113-01  |

**Sample Number :**1

**Sample Type:** Cell line

**Testing Type:** STR

### Testing Method:

DNA was extracted by a commercial kit from CORNING (AP-EMN-BL-GDNA-250G). The twentyone STRs including Amelogenin locus were amplified by six multiplex PCR and separated on ABI 3730XL Genetic Analyzer. The signals were then analyzed by the software GeneMapper.

### Data Interpretation:

Cell lines were authenticated using Short Tandem Repeat (STR) analysis as described in 2021 in ANSI Standard (ASN-0002) by the ATCC Standards Development Organization (SDO) and in Capes-Davis et al., Match criteria for human cell line authentication: Where do we draw the line? Int J Cancer.2013;132(11):2510-9.

# Test Results

## 1. STR profile

Table 2. STR and Amelogenin Genotyping Results of Cell line.

| Loci    | Sample information  |         |         | Cell Bank information  |         |         |
|---------|---------------------|---------|---------|------------------------|---------|---------|
|         | Sample name: HCT-15 |         |         | Cell line name: HCT-15 |         |         |
|         | Allele1             | Allele2 | Allele3 | Allele1                | Allele2 | Allele3 |
| D5S818  | 13                  | 13      |         | 13                     | 13      |         |
| D13S317 | 8                   | 11      |         | 8                      | 11      |         |
| D7S820  | 10                  | 12      |         | 10                     | 12      |         |
| D16S539 | 12                  | 13      |         | 12                     | 13      |         |
| VWA     | 18                  | 19      |         | 18                     | 19      |         |
| TH01    | 7                   | 9.3     |         | 7                      | 9.3     |         |
| AMEL    | X                   | Y       |         | X                      | Y       |         |
| TPOX    | 8                   | 11      |         | 8                      | 11      |         |
| CSF1PO  | 12                  | 12      |         | 12                     | 12      |         |
| D12S391 | 19                  | 22      |         |                        |         |         |
| FGA     | 22                  | 22      |         |                        |         |         |
| D2S1338 | 17                  | 25      |         |                        |         |         |
| D21S11  | 29                  | 32.2    |         |                        |         |         |
| D18S51  | 11                  | 17      |         |                        |         |         |
| D8S1179 | 15                  | 15      |         |                        |         |         |
| D3S1358 | 17                  | 17      |         |                        |         |         |
| D6S1043 | 11                  | 13      |         |                        |         |         |
| PENTAE  | 7                   | 14      |         |                        |         |         |
| D19S433 | 14                  | 16      |         |                        |         |         |
| PENTAD  | 9                   | 14      |         |                        |         |         |
| D1S1656 | 17.3                | 19.3    |         |                        |         |         |

2. database annotation

Figure 1. STR matching analysis

| EV         | Cell No.          | Cell name | Locus names |           |            |            |            |            |          |           |            |
|------------|-------------------|-----------|-------------|-----------|------------|------------|------------|------------|----------|-----------|------------|
|            |                   |           | D5S818      | D13S317   | D7S820     | D16S539    | VWA        | TH01       | AM       | TPOX      | CSF1PO     |
|            | Query (Your Cell) |           | 13,13       | 8,11      | 10,12      | 12,13      | 18,19      | 7,9,3      | X,Y      | 8,11      | 12,12      |
| 1.0(36/36) | ACC-357           | HCT-15    | [13', '13]  | [8', '11] | [10', '12] | [12', '13] | [18', '19] | [7', '9,3] | [X', 'Y] | [8', '11] | [12', '12] |

**Note:** The STR online match analysis of the test cell against DSMZ/ATCC/EXPASY database, showing cell number (Cell No.) and cell name.

3. Explanation of Test Results

- ☐ The submitted sample profile is human, but not a match for any profile in the DSMZ STR database.
- ☒ The submitted profile is exact match for the following human cell line(s) in the DSMZ STR database (8 core loci plus Amelogenin): **HCT-15**.
- ☐ The submitted profile is similar to the following DSMZ human cell line: /.

● **Note:** Cell lines are considered to be related, derived from a common ancestry, when ≥80% of the alleles in its STR profile match profiles from tissue or other cell line samples from that donor or from database. Cell lines with between a 55% to 80% (similar) match require further profiling for investigation of relatedness.

Figure 2. STR profiles of sample cell line

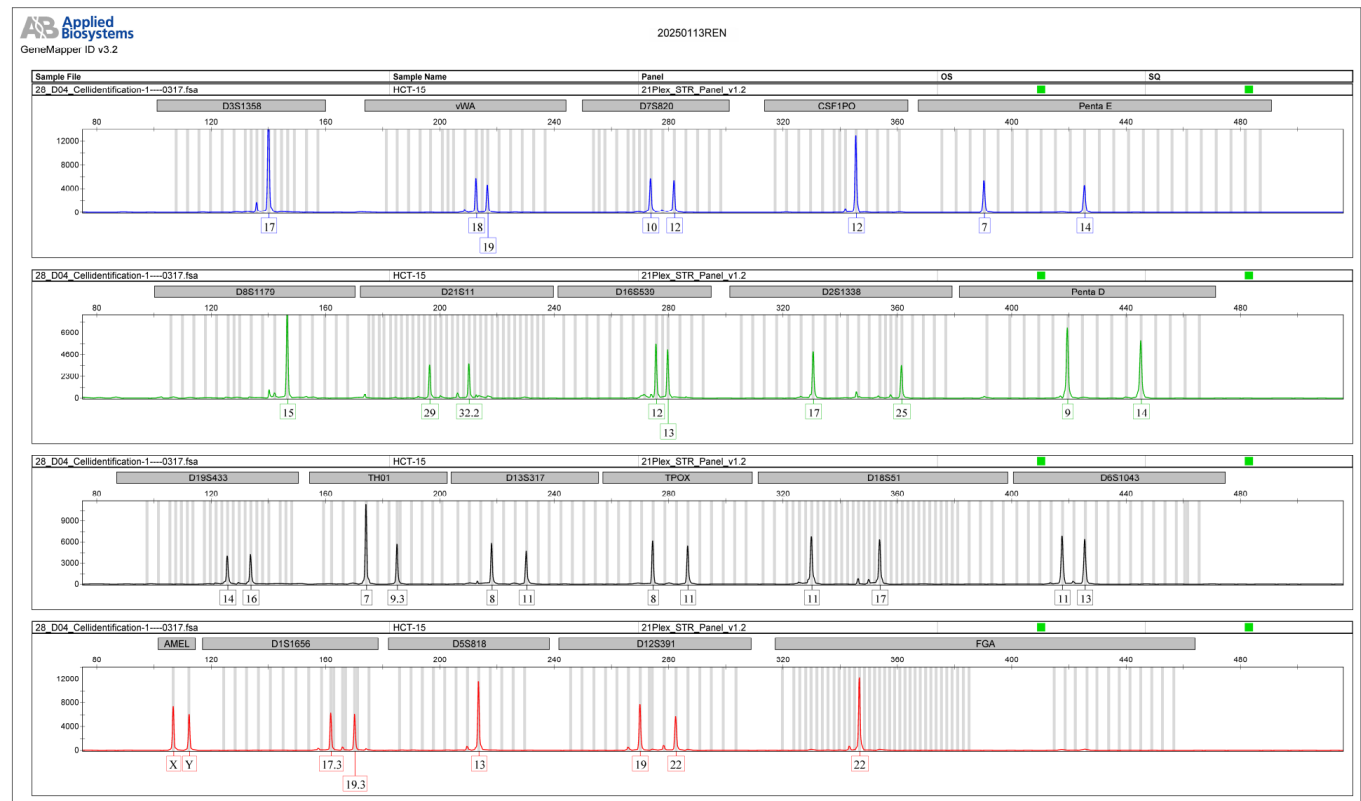

# Appendix

## 1. Genotyping Strategy and Site Distribution

Table S1. Experimental Strategy and Sites

|   | Strategy 1 | Strategy 2 | Strategy 3 | Strategy 4 |
|---|------------|------------|------------|------------|
| 1 | D3S1358    | D8S1179    | D19S433    | AMEL       |
| 2 | VWA        | D21S11     | TH01       | D1S1656    |
| 3 | D7S820     | D16S539    | D13S317    | D5S818     |
| 4 | CSF1PO     | D2S1338    | TPOX       | D12S391    |
| 5 | PENTAE     | PENTAD     | D18S51     | FGA        |
| 6 | D6S1043    |            |            |            |

*The allele match algorithm compares the 8 core loci plus amelogenin only, even though alleles from all loci will be reported when available.*

2. STR tools was used to carry on the cell line comparison, which contains more than 8000 cell lines STR data from ATCC, DSMZ, JCRB, ECACC, GNE and RIKEN databases. If the cell is not included in the above cell library, users need to compared with other databases.

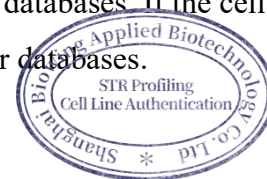

**Technician:** Xiuchuan He

**Checked by:** Chenqian Zhang

**Issued by:** Min Wang

**Issue date:** January 16, 2025

# Supplementary material for: Thimerosal Inhibits Tumor Malignant Progression through Direct Action and Enhancing the Efficacy of PD-1-Based Immunotherapy
**Source:** Oncol Res. 2026 Jan 19;34(2):20. doi: 10.32604/or.2025.071902
**Supplement:** Supplementary file 1

# Cell Line Authentication Service

---

## STR Profiling Report

**Sample From:** Southern Medical University

**Sample Type:** Cell Line

**Testing Method:** STR Genotyping

**Report Time:** January 10, 2025

## COMPANY STATEMENT

1. THIS REPORT IS ONLY RESPONSIBLE FOR THE SAMPLES ANALYZED.
2. THE TESTING RESULTS AND THE ORGANIZATION NAME WILL NOT BE USED FOR ADVERTISEMENT, COMMERCIAL EXHIBITIONS, COMMERCIAL PERFORMANCE AND OTHER COMMERCIAL ACTIVITIES.
3. OBJECTIONS SHOULD BE RAISED WITHIN FIFTEEN DAYS AFTER THE RECEIPT OF THIS REPORT.
4. THE PAPER REPORT WITH CONTENT ALTERING, ADDING OR WITHOUT THE STAMPED SEAL OF THE COMPANY ARE INVALID.

**Testing Company:** Shanghai Biowing Applied Biotechnology Co. Ltd

**Address:** Room 502, NO.1015 Longteng Rd, Songjiang District, Shanghai

## Cell Line Authentication – STR Profiling Report

### Sample code

Table 1. Sample Code

**Sample Number :**1

**Sample Type:** Cell line

**Testing Type:** STR

### Testing Method:

DNA was extracted by a commercial kit from CORNING (AP-EMN-BL-GDNA-250G). The twentyone STRs including Amelogenin locus were amplified by six multiplex PCR and separated on ABI 3730XL Genetic Analyzer. The signals were then analyzed by the software GeneMapper.

### Data Interpretation:

Cell lines were authenticated using Short Tandem Repeat (STR) analysis as described in 2021 in ANSI Standard (ASN-0002) by the ATCC Standards Development Organization (SDO) and in Capes-Davis et al., Match criteria for human cell line authentication: Where do we draw the line? Int J Cancer.2013;132(11):2510-9.

# Test Results

## 1. STR profile

Table 2. STR and Amelogenin Genotyping Results of Cell line.

2. database annotation

Figure 1. STR matching analysis

**Note:** The STR online match analysis of the test cell against DSMZ/ATCC/EXPASY database, showing cell number (Cell No.) and cell name.

3. Explanation of Test Results

- ☐ The submitted sample profile is human, but not a match for any profile in the DSMZ STR database.
- ☒ The submitted profile is exact match for the following human cell line(s) in the DSMZ STR database (8 core loci plus Amelogenin): **HT-29**.
- ☐ The submitted profile is similar to the following DSMZ human cell line: /.

● **Note:** Cell lines are considered to related, derived from a common ancestry, when  $\geq 80\%$  of the alleles in its STR profile match profiles from tissue or other cell line samples from that donor or from database. Cell lines with between a 55% to 80% (similar) match require further profiling for investigation of relatedness.

Figure 2. STR profiles of sample cell line

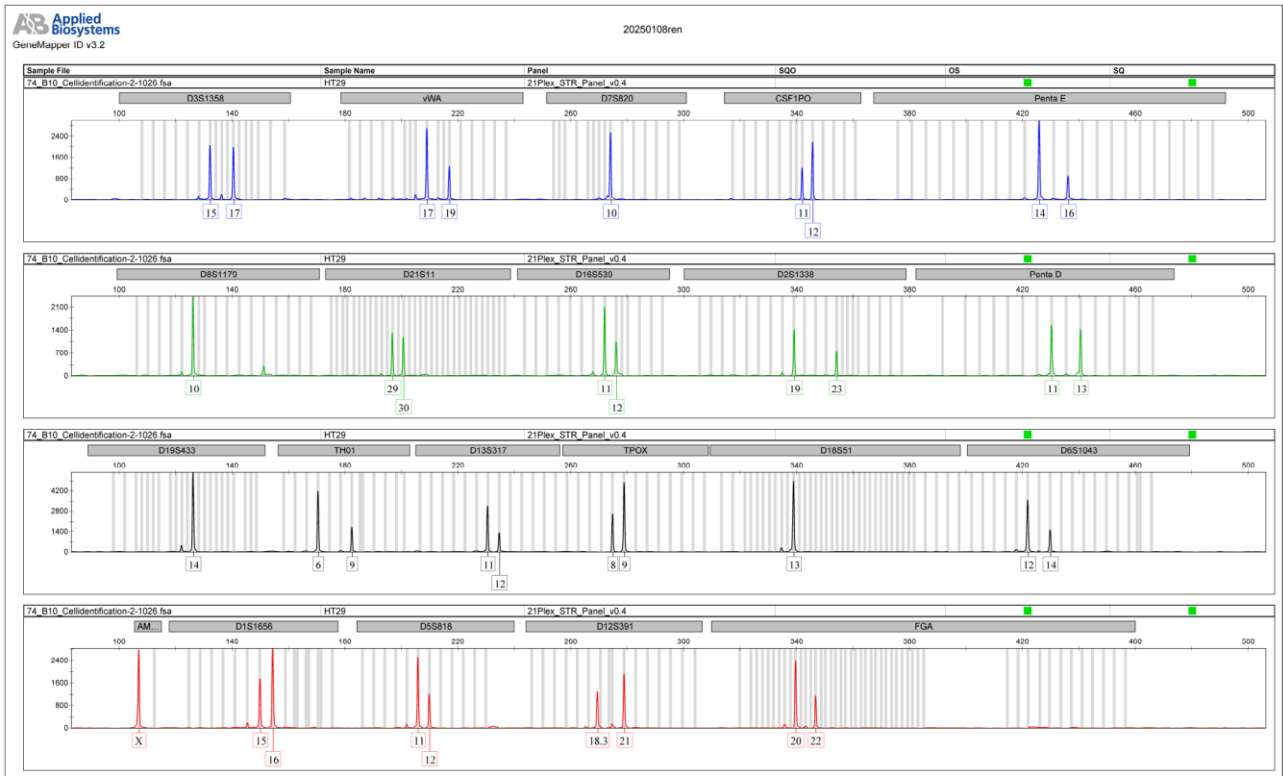

# Appendix

## 1. Genotyping Strategy and Site Distribution

Table S1. Experimental Strategy and Sites

How the deposited data were processed for this re-analysis (not part of the article)

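The transcriptome experiment compared 3 libraries of CT26 cells treated with PBS and 3 treated with 1 μM Thimerosal for 48 h. The conditions and replicate numbers of the 6 libraries were taken from their deposited labels, and the material, dose and time from the paper's methods and the legend of Fig. 5. The labels name tumor as the source of the RNA. The Western blot, flow cytometry, staining and animal experiments of the paper are not analysed here.

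According to the paper's methods, the authors prepared libraries from total RNA with a TruSeq RNA kit, mapped the reads to GRCm39 with HISAT2, calculated expression with StringTie and tested genes with DESeq2. The values deposited by the authors are FPKM, one list per library with a gene symbol and a value for each transcript and without transcript identifiers or counts. The lists hold between 108744 and 113506 transcript values, of which between 38.1% and 39.4% are 0. The annotation release that the authors used is not named in the paper's text. The count-based test of the methods was not repeated, because it needs counts.

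The FPKM of all transcripts of a gene symbol were summed in each library. The plan made before the data were examined had assumed 1 value per gene or, for a symbol with several, the one with the highest mean. The sum replaced it once the transcript values were seen, and the highest transcript value of each symbol is given as an added alternative. Of 40189 symbols, 28447 are listed in every library. A symbol missing from a library was set to 0, and no such symbol exceeded 3.36 FPKM in any library. The 13917 genes with a mean of at least 0.5 FPKM over the 6 libraries were tested on log2(FPKM + 0.1) with limma version 3.58.1 in R version 4.3.3, with lmFit and eBayes with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method. Genes were counted at the threshold of the paper's methods (absolute log2 fold change above 1.5, adjusted p-value below 0.05) and at that printed in Fig. 5C (1.5-fold, adjusted p-value of at most 0.05). All summaries before the test used Python version 3.11.15 with pandas version 2.3.3.

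Lists of genes were written from general knowledge of the pathways before the data were examined, but with the paper's text and figures at hand. They cover JAK-STAT genes, interferon-response genes, TNF signaling genes, drug metabolism genes, replication-dependent histone genes, metal and oxidative stress genes, amino acid and integrated stress response genes, STAT3 target genes, cell-cycle genes, the 12 genes labelled in Fig. 5C, and immune, endothelial and blood marker genes. They are not the GO or KEGG gene sets of the paper, whose releases are not used here. Over-representation among genes past a threshold was tested for the first 5 lists by a one-sided Fisher's exact test against all other tested genes, with Benjamini-Hochberg adjustment over the 5 lists. The direction of 9 lists was tested by camera with a preset correlation of 0.01, and also by fry and by camera with an estimated correlation, with adjustment over the 9 lists. The lists overlap: JAK-STAT genes share 12 tested genes with the STAT3 target genes, 10 with the genes labelled in Fig. 5C and 4 with the TNF signaling genes.

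Genes named in the text were fixed by a rule before the data were examined: the genes labelled in Fig. 5C, the JAK and STAT genes, genes of proteins the paper measured, Mt1, Mt2 and Hmox1, the 5 largest rises and 5 largest falls among genes with an adjusted p-value below 0.05, at least 5 FPKM in the higher group and no overlap of the groups, and up to 3 rises and 3 falls per list past the threshold of the methods. Some of these genes are not reported here. Coordinates are those of GENCODE release M39 on GRCm39. Of the tested genes, 13436 have their symbol in that release. Over all listed symbols, tested or not, 106 older ones were matched through a RefSeq table for GC content and transcript length.

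The depth was estimated at 19900000 to 22100000 read pairs per library from the value of 1 read pair in genes with 1 transcript. The search was limited to depths between 10000000 and 33333333 read pairs, and values of read pairs placed at 2 locations were added to the peak. Both settings were chosen after a first search had placed the peak of PBS replicate 1 at the value of such a divided read pair, so the depth is an estimate and its nearness to the paper's figure is no independent check. The peak was weakest in PBS replicate 1, with 50 genes against a median of 13.5 in neighboring bins. No test used the depth. Genes near the filter rest on about 10 read pairs per 1000 bases, so their fold changes depend on the pseudocount. FPKM assigned by StringTie to near-identical genes, such as Hspa1a and Hspa1b, Gsta1 and Gsta2, Gstp1 and Gstp2 and the histone genes, can be split between copies, and the pseudogenes Rps18-ps4 and Rps18-ps6 were listed at 0 in some libraries and at up to 767 and 1452 FPKM in others.

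The replicate numbers are the same in both groups, and the deposited labels list them under a batch tag. To see whether same-numbered libraries deviated together, the deviations of each library from its group mean were correlated across genes. The correlations of the same-numbered pairs were -0.087, 0.077 and -0.093, and those of the other pairs lay between -0.119 and 0.187. A fit with the replicate number as a replicate block was run as an alternative. The other alternatives were pseudocounts of 1 and 0.01, no filter on low values, an FPKM of at least 0.5 in every library, rescaling to TPM, median-of-ratios size factors, quantile normalization, eBayes without a trend and leaving out each library in turn. Libraries of the same group shared between 3 and 9 identical gene values out of the 13917, so no library was counted as a copy of another.

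The tests were checked on simulated values for the 13917 genes with the means and spreads of the 6 libraries. Of 200 genes changed by 2 on the log2 scale, 186 were past the threshold of the methods, and 0 unchanged genes were. Of 199 genes with an adjusted p-value below 0.05, 11 were unchanged. With no gene changed, 0 genes and 0 lists were past the threshold. With the TNF signaling genes shifted by 0.5, that list had a median log2 fold change of 0.49, and 2 other lists were past the threshold as well. The simulated genes varied independently of each other. Far fewer of them changed than the 8667 genes with an adjusted p-value below 0.05 in the data (limma). The simulation therefore cannot tell whether the p-values of the lists hold where genes are correlated.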

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

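The paper's text discusses STAT3 and mentions thioredoxin reductase, whose genes Stat3 and Txnrd1 are in the lists of this part. It does not discuss how the transcripts of these lists or of the mitochondrial genome changed. The lists of histone, metal and oxidative stress and STAT3 target genes were written before the data were examined, with the paper's text and figures at hand. The mitochondrial transcripts were chosen after their values were seen. Of the tests below, the loess corrections and all tests of the mitochondrial transcripts were set before their results were seen, and the others were chosen after the list's result was known.

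Replication-dependent histone genes were higher after Thimerosal than in the PBS libraries, with a median log2 fold change of 1.46 over 32 tested genes (adjusted p = 1.5e-05 by camera, 3.4e-05 by fry and 0.038 with the estimated correlation). Of the 32 genes, 30 rose and 13 were past the threshold of the methods, all of them higher, and the list was over-represented (odds ratio 12.5, adjusted p = 1.43e-08, one-sided Fisher's exact test). The 4 KEGG terms at the top of Fig. 5B, among them systemic lupus erythematosus and alcoholism, are terms whose members include many histone genes. That figure was at hand when the list was written, so the over-representation is not independent of it. The largest rises were those of H4c18, H4c17 and H4c1, from 0.623 ± 0.463, 0.209 ± 0.0658 and 0.179 ± 0.17 FPKM to 4.77 ± 0.393, 1.51 ± 0.0777 and 1.11 ± 0.313 FPKM (SD, n = 3 each). A movement of reads between near-identical histone copies would leave the sum of the family the same, but the sum rose from 45.6 ± 0.3 to 115.3 ± 17.7 FPKM (SD, n = 3 each), a ratio of 2.53. A bias by GC content or transcript length is argued against by a loess correction for both, after which the median was 1.18. Histone transcripts mostly lack a poly(A) tail, so more RNA without poly(A) in the Thimerosal libraries is a candidate explanation. Small non-coding RNA genes were also higher, with a median log2 fold change of 0.40 over 146 genes, far less than the histone genes, and their FPKM is unreliable because they are short, so this stays open. A larger share of cells in S phase also stays open, as 15 DNA replication genes had a median of 0.35. With a pseudocount of 1 the odds ratio was 2.76 (adjusted p = 0.18, over the alternatives from 1.9e-16 to 0.18, one-sided Fisher's exact test), while the list stayed higher as a set (median 0.69, adjusted p = 1.1e-05 by camera). Among genes with an FPKM of at least 0.5 in every library the odds ratio was 12.2 (adjusted p = 0.0011, one-sided Fisher's exact test). Without Thimerosal replicate 3 or 2 it was 25.0 or 19.8.

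Metal and oxidative stress genes were higher after Thimerosal, with a median log2 fold change of 0.93, and 17 of 19 genes rose (adjusted p = 1e-07 by camera, 8.3e-07 by fry and 0.038 with the estimated correlation). Nqo1 rose from 0.607 ± 0.0531 to 5.07 ± 0.379 FPKM, Pgd from 49.9 ± 0.881 to 276 ± 5.85 FPKM and Osgin1 from 2.44 ± 0.121 to 9.96 ± 3.52 FPKM (SD, n = 3 each). The metallothionein genes Mt1 and Mt2 and the heme oxygenase gene Hmox1 rose less, with log2 fold changes of 0.76, 0.66 and 0.79. The 2 genes that were lower, named after their values were seen, were Slc7a11 and Slc30a1, with log2 fold changes of -0.97 and -0.83. After the correction for GC content and transcript length the median was 0.90, which argues against that bias, and under the scaling alternatives it lay between 0.85 and 1.06. The values are consistent with a response to the mercury compound, which is a hypothesis. Differences between the cultures other than the treatment were not tested.

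STAT3 target genes were higher as a set after Thimerosal, with a median log2 fold change of 0.52 over 21 tested genes, of which 16 rose (adjusted p = 0.014 by camera and 2.4e-05 by fry). With the estimated correlation the adjusted p was 0.084, and over the alternatives it was from 2.4e-05 to 0.084. The list holds 3 genes that the study labelled in Fig. 5C from these libraries, Socs3, Osmr and Il4ra, and 12 of its genes are also in the JAK-STAT list. Their log2 fold changes of 2.22, 2.50 and 2.15 lie above the list's median, which therefore rests in part on them. Among genes with an FPKM of at least 0.5 in every library the median was 0.23. Bcl3 rose from 0.655 ± 0.468 to 4.74 ± 0.263 FPKM, and Myc fell from 114 ± 3.92 to 36.3 ± 0.87 FPKM (SD, n = 3 each). At an adjusted p-value below 0.05 (limma), 12 genes were higher and 4 lower, so the list did not move as a whole. The lower genes besides Myc were Vegfa, Mcl1 and Hif1a, with log2 fold changes of -0.79, -0.27 and -0.25. Scaling of the libraries is argued against by the medians under the scaling alternatives, the lowest of which was 0.44. A bias by GC content or transcript length stays open in part: after the correction the median was 0.36, and its lower quartile was -0.10. The paper reports lower STAT3 phosphorylation by Western blot in CT26 cells at this dose and time. Whether other regulators of these genes, or a feedback on the pathway, raised the transcripts was not tested.

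Transcripts of the mitochondrial genome were higher after Thimerosal. The 13 protein-coding genes had a median log2 fold change of 0.75, and all 13 rose, by between 0.56 and 1.28. Their share of the summed FPKM was 5.36%, 5.49% and 5.40% in the PBS libraries and 8.46%, 7.76% and 9.96% in the Thimerosal libraries. Scaling of the libraries is argued against by the scaling alternatives, under which the median stayed at 0.57 or above, although under quantile normalization 10 of the 13 genes rose. After the correction for GC content and transcript length the median was 0.81, which argues against that bias. More mitochondria per cell stays open: the median of 87 nuclear genes of the respiratory chain was -0.03, but 41 of them rose and others fell, and under quantile normalization 52 rose. A loss of cytoplasmic RNA from dying cells, which leaves mitochondrial RNA behind, is a possible explanation that was not tested.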

How the results depend on the processing

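All alternatives in this part were fixed before the data were examined, except the highest transcript value per gene symbol, which was chosen after seeing the data, and the tests by other splits of the libraries were set after the result was seen.

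With a pseudocount of 1 in place of 0.1, the genes past the threshold of the methods were 141 higher and 189 lower, against 424 and 308, and over-representation of the histone genes was no longer past the threshold (odds ratio 2.76, adjusted p = 0.18, one-sided Fisher's exact test). All 330 of these genes were among the 732. A larger pseudocount shrinks the fold changes of genes with low FPKM by construction. With an FPKM of at least 0.5 in every library, 223 genes were higher and 223 lower, because 12582 genes were tested and those near 0 in 1 group were left out. With the filter left out, 31528 genes were tested and 636 were higher and 370 lower. Of the 732 genes past the threshold, 57.9% were higher. This share was 55.6% after rescaling to TPM, 51.9% with median-of-ratios size factors and 48.1% with quantile normalization. The median log2 fold change of all tested genes was 0.04, and it was -0.01, -0.04 and 0 under these 3 scalings. With the highest transcript value per gene symbol, 711 genes were past the threshold, of which 650 were among the 732 in the same direction.

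The medians of the JAK-STAT and TNF signaling genes were close to 0 and changed sign. The JAK-STAT median of 0.07 was -0.05 with an FPKM of at least 0.5 in every library and -0.01 with median-of-ratios size factors. By fry its adjusted p passed the threshold at a median of 0.07 (adjusted p = 0.0086). The TNF signaling median of -0.01 was 0.06 with no filter on low values. The cell-cycle genes had a median log2 fold change of 0.13 over 30 tested genes, with an adjusted p of 0.20 by camera. They were past the threshold with quantile normalization (0.21, adjusted p = 0.0069) and by fry (0.13, adjusted p = 0.009), and over all alternatives the adjusted p lay between 0.0069 and 0.70. With the correlation estimated from the 6 libraries, camera no longer called the interferon-response genes (-0.86, adjusted p = 0.089) or the STAT3 target genes (0.52, adjusted p = 0.084). The causes of these changes were not tested. The medians of the interferon-response, drug metabolism, histone, metal and oxidative stress, amino acid and integrated stress response and STAT3 target genes kept their sign under every alternative, with ranges from -0.94 to -0.77, 0.51 to 1.34, 0.69 to 1.64, 0.85 to 1.06, -1.52 to -1.32 and 0.23 to 0.55. Over-representation of the JAK-STAT, interferon-response, TNF signaling and drug metabolism genes stayed past the threshold under every alternative. None of these alternatives removes the dependence of the JAK-STAT result on the genes labelled in Fig. 5C, which were picked from the same libraries. At an adjusted p-value below 0.05 and any fold change, the genes labelled in Fig. 5C were higher in 7 to 12 cases and lower in 0 under every alternative. At the threshold of the methods, 5 of the 10 passed with a pseudocount of 1 and 9 of the 10 with quantile normalization or without PBS replicate 3.

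Rescaled to TPM, the summed immune, endothelial and blood marker values were 13.8 in the PBS and 5.34 in the Thimerosal libraries, against 6.06 and 2.43 in FPKM, because the unit changes. Among single genes, Stat2 changed sign with quantile normalization (log2 fold change 0.11, adjusted p = 0.29, over the alternatives from 0.054 to 0.68, limma). By the adjusted p-value alone and over the alternatives that kept all libraries, the other changes among the named genes were the call of Jak1, lost under 4 alternatives, and that of Stat5b, gained under 3. At the threshold of the methods, which also sets a fold change, 11 of the 44 named genes past it were lost with a pseudocount of 1, namely Pdgfra, Osmr, Aox3, Il7, Prl, Cd274, Il6, Cxcl5, Gsta2, H4c17 and H4c1. Il7 was also lost with quantile normalization, and with the highest transcript value per gene symbol Myc was lost and Stat3 gained, both close to the fold change of the threshold. With an FPKM of at least 0.5 in every library, only 40 of the 59 named genes were tested, and 25 were past the threshold. The calls of the named genes that this filter left out could not be repeated.

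With the replicate number as a replicate block, 426 genes were higher and 309 lower at the threshold of the methods, and 730 of the 732 genes were called in the same direction. The block changed no call of a list, or of a named gene at an adjusted p-value below 0.05 or the threshold of the methods.

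Across the 6 fits that each left out 1 library, the number of higher genes was from 380 to 468 and that of lower genes from 297 to 324 at the threshold of the methods. At the 1.5-fold threshold they were from 2318 to 2597 and from 1891 to 2002. The odds ratio of the histone genes was from 11.4 to 25.0, the highest without Thimerosal replicate 3. The TNF signaling median was from -0.02 to 0.03 and changed sign without PBS replicate 3 (0.03). The JAK-STAT median was from 0.01 to 0.12. The log2 fold change of Stat2 was from -0.12 to 0.05 and changed sign without Thimerosal replicate 1. Jak1 was not below an adjusted p-value of 0.05 in 3 of the 6 fits, without PBS replicate 1 or Thimerosal replicate 2 or 3, with log2 fold changes of 0.18, 0.19 and 0.19. By the adjusted p-value, no other list or named gene changed its call. At the threshold of the methods, Il7 was not past it without PBS replicate 3 (1.49) and Cd274 without Thimerosal replicate 1 (-1.39). H4c1 and Gsta2 passed the filter in 5 and 4 of the 6 fits.

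Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes past the threshold of the methods or the 1.5-fold threshold, and in the others 0 genes passed either threshold, with at most 136 genes at an unadjusted p-value below 0.05. Over-representation could therefore not be computed for the other splits. For the medians of the lists, 1 of the 10 splits gave a value as large for the interferon-response, drug metabolism, histone, metal and oxidative stress, amino acid and integrated stress response, STAT3 target and cell-cycle genes, 3 for the JAK-STAT genes and 9 for the TNF signaling genes. With 3 libraries against 3 this share cannot be below 0.1, so the real grouping and a chance one cannot be told apart by this count alone. The files hold no counts, so the sampling error of genes at low FPKM could not be modelled, and the fold changes of genes below about 1 FPKM are limited by the depth.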

Differences from the paper's values

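Fig. 5C counts about 2500 genes as up and about 2800 as down at the 1.5-fold threshold, read by eye, against 2543 higher and 1967 lower after Thimerosal here, differences of less than 1.5 times. With a pseudocount of 1 or an FPKM of at least 0.5 in every library the lower genes were 1622 and 1808, and the difference then exceeded 1.5 times. Rescaled to TPM, with median-of-ratios size factors and with quantile normalization, the lower genes were 2208, 2344 and 2131, closer to the figure. The higher genes were then 2325, 2205 and 2210, further from the figure. With median-of-ratios size factors more genes were lower than higher.

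Fig. 5C places the 12 labelled genes at negative log2 fold changes, in the color that its key counts as up. Aox1 is at about -2.4, Jak3 at about -1.6, Socs3 at about -2.2, Il4ra at about -2.2 and Pdgfra at about -1.7 in Fig. 5C, read by eye. As Thimerosal over PBS the values here were 2.48, 1.61, 2.22, 2.15 and 1.80, and as PBS over Thimerosal, the direction in which they match the axis, they are -2.48, -1.61, -2.22, -2.15 and -1.80. The 10 labelled genes that were tested were higher after Thimerosal, as the key of the plot counts them, and 0 were lower. Under none of the alternatives set before the data were examined was a labelled gene lower.

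Fig. 5C labels Il13ra1 and Egfr among the changed genes. Both were below the filter on low values and were not tested. With no filter on low values they were called, with log2 fold changes of 1.66 and 1.05 (adjusted p = 0.01 and 0.0016, limma).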

Other observations

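Of the tests in this part, the corrections for GC content and transcript length were set before their results were seen, and the scaling, label and marker tests were chosen after the pattern was known.

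Amino acid and integrated stress response genes were lower after Thimerosal, with a median log2 fold change of -1.44 over 29 tested genes, of which 28 fell and 14 were past the threshold of the methods (adjusted p = 5.4e-16 by camera, 8.3e-07 by fry and 0.038 with the estimated correlation). Ddit3 fell from 240 ± 2.13 to 36.0 ± 6.39 FPKM, Trib3 from 141 ± 3.72 to 23.2 ± 2.94 FPKM and Pycr1 from 13.1 ± 0.541 to 2.00 ± 0.388 FPKM (SD, n = 3 each). The aminoacyl-tRNA synthetase genes of the list were all lower, and Fig. 5A lists an aminoacyl-tRNA ligase term that the paper's text does not discuss. The fall is argued not to come from the scaling of the libraries, as the median was at most -1.32 under the scaling alternatives, or from GC content or transcript length, as it was -1.45 after the correction. A first run of this correction had values for too few genes of the list and was repeated with older gene symbols matched after its result was seen. An exchange of the PBS and Thimerosal labels over all 6 libraries would place the higher stress response in the treated cells. It would also make the metal and oxidative stress genes lower in them, and these were higher in the libraries labelled Thimerosal (median log2 fold change 0.93). This argues against an exchange only if Thimerosal raises these genes, which the 6 libraries cannot show on their own. A candidate explanation is that the PBS cultures were denser and had used up more amino acids after 48 h, since the paper reports fewer cells after treatment. The design confounds cell density with the treatment, and this was not tested.

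Interferon-response genes fell while Stat3 and its target Socs3 rose. The fall of the interferon-response genes (median log2 fold change -0.86) is argued not to come from the scaling of the libraries, as the median nearest 0 under a scaling alternative was -0.88, or from GC content or transcript length, as it was -0.80 after the correction. The transcript of Cd274, which encodes PD-L1, fell from 3.88 ± 0.158 to 1.28 ± 0.232 FPKM (SD, n = 3 each), a log2 fold change of -1.54 (adjusted p = 3.9e-05, limma), which was -1.39 without Thimerosal replicate 1 and then within the threshold of the methods. Whether less interferon signaling or another factor lowered these genes was not tested.

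Apart from Cd74, marker genes of immune, endothelial and blood cells were low in all 6 libraries, the highest being Cd79a at 1.11 FPKM in Thimerosal replicate 3. Their FPKM summed to 5.21, 6.62 and 6.36 in the PBS and 2.06, 2.20 and 3.03 in the Thimerosal libraries, most of it from Cd74 in the PBS libraries, where it was at 4.79, 5.30 and 5.82 FPKM. Among Ptprc, C1qa, C1qb, Tyrobp and Hbb-bs the highest value in any library was 0.339 FPKM, and Pdcd1 was listed at 0 in all 6. Whole tumor tissue, which the deposited labels name, would bring the abundant transcripts of its blood and immune cells. The values are consistent with the cultured CT26 cells that the paper describes, although tumor cells sorted from a tumor were not excluded.

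Transcripts of some proteins that the paper measured moved as follows. Parp1 rose from 17.5 ± 0.667 to 35.2 ± 0.419 FPKM (SD, n = 3 each), a log2 fold change of 1.00 (adjusted p = 6.6e-07, limma). Mki67, which encodes the proliferation marker Ki-67, was at 19.3 ± 0.828 and 18.6 ± 0.741 FPKM, a difference within the spread of the libraries (log2 fold change -0.05, adjusted p = 0.44, limma). Of 30 cell-cycle genes, 21 had an adjusted p-value below 0.05 but none changed enough to pass the threshold of the methods.

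Changes were ranked among genes with an adjusted p-value below 0.05, at least 5 FPKM in the higher group and no overlap of the groups. The largest rises of these genes were those of Gsta1, Hp, C4b, Hspa1a and Hspa1b. Their order depends on the pseudocount, as with 1 the log2 fold change of Hspa1b (3.4) exceeded those of C4b (2.98) and Hp (2.6). Hp rose from 0.0858 ± 0.0761 to 5.57 ± 0.692 FPKM and C4b from 0.195 ± 0.0105 to 8.46 ± 0.751 FPKM (SD, n = 3 each). The heat shock genes Hspa1a and Hspa1b, near-identical copies that can share reads, rose from 0.19 ± 0.0175 and 0.671 ± 0.0652 to 6.46 ± 0.589 and 16.7 ± 1.64 FPKM (SD, n = 3 each). The largest falls were those of Car6, from 92.4 ± 2.08 to 1.80 ± 0.362 FPKM, Ostn, Sh2d6, Tulp1 and Cdsn, with log2 fold changes of -5.62, -5.54, -5.53, -5.51 and -5.15. With a pseudocount of 1 these were -5.07, -3.07, -3.93, -3.10 and -4.30, so the order and size of the falls depend on it as well.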
